# The long noncoding RNA lncCIRBIL disrupts the nuclear translocation of Bclaf1 alleviating cardiac ischemia–reperfusion injury

**DOI:** 10.1038/s41467-020-20844-3

**Published:** 2021-01-22

**Authors:** Yang Zhang, Xiaofang Zhang, Benzhi Cai, Ying Li, Yuan Jiang, Xiaoyu Fu, Yue Zhao, Haiyu Gao, Ying Yang, Jiming Yang, Shangxuan Li, Hao Wu, Xuexin Jin, Genlong Xue, Jiqin Yang, Wenbo Ma, Qilong Han, Tao Tian, Yue Li, Baofeng Yang, Yanjie Lu, Zhenwei Pan

**Keywords:** RNA, Cell death, Myocardial infarction

## Abstract

Cardiac ischemia–reperfusion (I/R) injury is a pathological process resulting in cardiomyocyte death. The present study aims to evaluate the role of the long noncoding RNA Cardiac Injury-Related Bclaf1-Inhibiting LncRNA (lncCIRBIL) on cardiac I/R injury and delineate its mechanism of action. The level of lncCIRBIL is reduced in I/R hearts. Cardiomyocyte-specific transgenic overexpression of lncCIRBIL reduces infarct area following I/R injury. Knockout of lncCIRBIL in mice exacerbates cardiac I/R injury. Qualitatively, the same results are observed in vitro. LncCIRBIL directly binds to BCL2-associated transcription factor 1 (Bclaf1), to inhibit its nuclear translocation. Cardiomyocyte-specific transgenic overexpression of Bclaf1 worsens, while partial knockout of Bclaf1 mitigates cardiac I/R injury. Meanwhile, partial knockout of Bclaf1 abrogates the detrimental effects of lncCIRBIL knockout on cardiac I/R injury. Collectively, the protective effect of lncCIRBIL on I/R injury is accomplished by inhibiting the nuclear translocation of Bclaf1. LncCIRBIL and Bclaf1 are potential therapeutic targets for ischemic cardiac disease.

## Abstract (web summary)

Cardiac ischemia–reperfusion (I/R) injury represents a key threat to human health. This study reveals that the long noncoding RNA lncRNA-CIRBIL is protective against I/R injury by inhibiting the nuclear translocation of Bclaf1.

## Introduction

Cardiac ischemia–reperfusion (I/R) injury is a major contributor to the morbidity and mortality of patients with severe coronary artery disease. Despite of our continuous advancement in the understanding of the molecular mechanisms of this pathological process, no specific target-oriented therapy has been validated thus far, and the treatment of reperfusion injury following ischemia is still supportive^1–3^. There remains a great need to further explore the mechanisms of cardiac I/R injury and identify potential therapeutic targets.

Long noncoding RNAs (lncRNAs) are a large and diverse class of RNAs that are >200 nucleotides in length and possesses no protein-coding property^4^. They regulate diverse biological processes by altering gene expression networks in the nucleus and by modulating mRNA stability, translation, and protein function in the cytoplasm^5^. LncRNAs exhibit their regulatory actions on biological and pathological processes by directly interacting with RNA, DNA, or protein to modulate chromatin structures or serving as scaffolds or decoys for microRNAs^6–8^. Emerging researches suggest that lncRNAs are key regulators of various cardiac diseases, including cardiac I/R injury. A host of lncRNAs have been identified as important determinants of cardiac I/R injury, mostly by sponging cardiac injury-related miRNAs^6,7^. Considering the huge number of lncRNAs (96,308 lncRNA genes estimated in human genome by NONCODE) and their versatile modes of action in the cell, our current understanding of the regulation of cardiac I/R injury by lncRNAs is still rather limited. LncRNAs that have potential regulatory mechanisms in cardiac I/R injury remain to be discovered.

Bcl-2-associated transcription factor-1 (Bclaf1) is an apoptosis-regulating protein that was originally identified via screening proteins that can interact with the adenoviral bcl-2 homolog E1B19K. The Bcl-2 protein family members bind to Bclaf1 and prevent its localization to the nucleus^9^. Bclaf1 has been demonstrated to induce apoptosis by activating the p53 pathway. Overexpression of Bclaf1 induces apoptosis, which can be reversed by Bcl-2^9,10^. Bclaf1 can activate TP53 gene transcription by binding to the core promoter element in the promoter region^11^. Moreover, in cultured colon adenocarcinoma cells, Bclaf1 overexpression increases the levels of pro-apoptotic proteins, p53 and Bax^12–14^. Additionally, Bclaf1 plays critical roles in lung development^15^, T cell activation^16^, B cell development^17^, and virus infection^18^. However, the role of Bclaf1 in cardiac diseases remains unexplored.

In order to identify lncRNAs involved in cardiac I/R injury, we screened the lncRNAs for their differential expression levels in the heart of mouse cardiac I/R model and discovered that lncRNA NONMMUT058343 was significantly downregulated. We therefore focused on the role of this lncRNA in cardiac I/R injury and the underlying molecular mechanism. Our data showed that lncRNA NONMMUT058343 protects the heart from I/R injury by binding to Bclaf1 to impede its nuclear translocation. For convenience, we named lncRNA UT058343 as cardiac injury-related bclaf1-inhibiting lncRNA (lncCIRBIL). Our findings imply that lncCIRBIL and Bclaf1 are potential therapeutic targets for ischemic cardiac disease.

## Results

### Transgenic overexpression of lncCIRBIL alleviates cardiac I/R injury in mice

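LncRNAs and mRNAs were profiled in the left ventricle of 3 male C57BL/6 mice aged 8 weeks, after 45 min of coronary ligation and 24 h of reperfusion. Tissue of the ischemia zone (IZ), the BZ and the NIZ gave 3 samples each, and every sample (100 ng of total RNA) went on its own single-colour GeneChip Mouse Transcriptome Assay 1.0 array. The authors made the deposited values with RMA in Affymetrix Expression Console 1.0, which corrects the background, brings the arrays to a common distribution and summarises the probes of each transcript cluster on the log2 scale. A transcript cluster is the array's unit for a gene or transcript. The values cover 65534 clusters on each of the 9 arrays, with array medians from 4.19 to 4.29. In the probe annotation used here, 31033 clusters have 1 gene symbol, 1463 have several and 33038 have none. Arrays have no read depth, and the number of arrays per zone limits the precision.

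The zones were compared with limma on the deposited log2 values, with all 9 arrays in the fit, no filter on dim clusters and Benjamini-Hochberg adjustment over the 65534 clusters. The IZ and NIZ means lay within 0.5 log2 of each other for 99.0% of the clusters, as did the BZ and NIZ means for 99.1%. How many clusters lay near background was not analysed here. The filter on dim clusters, an alternative used below, keeps those above the array's own median on at least 3 arrays. The 33293 clusters it keeps follow largely from that rule and do not measure how many are dim. No cluster passed an adjusted p of 0.05 in limma in any comparison, and the smallest adjusted p was 0.999 for IZ against NIZ, 0.854 for BZ against NIZ and 0.943 for IZ against BZ. An unadjusted p under 0.05 was reached by 2597, 3457 and 2517 clusters in the same order, where 3276.7 would be reached with no effect and independent arrays. BZ and NIZ samples of the same number deviated together, so that figure need not hold for BZ against NIZ. The methods' test, a comparison of the 3 zones with Bonferroni-corrected pairs, called 406, 574 and 447 clusters without adjustment over clusters and 0 in each comparison with it. In simulated arrays of the same spread, limma recovered 85 of 100 clusters changed by 1 log2 and 98 of 100 changed by 2 log2 in IZ against NIZ. The changed clusters were drawn at random and the noise was independent, so these rates need not hold for the real data. On the real arrays, 20 clusters were higher and 170 lower by over 1 log2 in IZ against NIZ, and none was called. Without NIZ replicate 3, limma called 216 clusters in IZ (157 lower) and 173 in BZ (144 lower) against NIZ, which hold 143 and 100 distinct value profiles; 114 and 111 of the lower ones are small nucleolar RNA clusters of chromosome 7. On the first principal component, which held 40.8% of the variance, replicate 3 lay highest and replicate 1 lowest within every zone.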

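Macrophage and lymphocyte markers were higher in both injured zones than in the remote NIZ and endothelial markers lower, by limma's camera at its preset correlation, with no call when the correlation was estimated. Exact permutation of each group's array means gave a two-sided p of 0.2 in IZ and 0.5 in BZ for macrophage markers. For lymphocyte markers it gave 0.2 and 0.1, and for endothelial markers 0.1 and 0.3. In IZ and NIZ, 8 of the 10 splits of the samples into 3 and 3 called at least as many lists as the real one, itself included. In BZ and NIZ, 7 did. Of 25 measured markers of monocytes and macrophages, 21 were higher in IZ, with a median log2 difference of 0.36 (adjusted p = 8.13e-07 from camera; adjusted p = 0.929 with an estimated correlation). In BZ, 21 of the 25 were higher, with a median of 0.32 (adjusted p = 5.32e-04; 0.915 as the adjusted p with an estimated correlation). The group's mean log2 level minus its mean over all arrays was -0.109 in IZ replicate 3 and -0.382 in BZ replicate 3. In NIZ it was 0.122, -0.262 and -0.489 in replicates 1, 2 and 3. IZ replicate 3 thus lay below NIZ replicate 1, and BZ replicate 3 below NIZ replicates 1 and 2, while both lay above NIZ replicate 3. Lyz2, which encodes the lysozyme of macrophages and other myeloid cells, had a log2 level of 11.66 ± 0.20 (SD, n = 3) in IZ, 11.54 ± 0.37 in BZ and 10.62 ± 0.32 in NIZ. This is 2.05-fold and 1.89-fold the NIZ level, and every IZ and BZ array lay above every NIZ array (exact permutation test, two-sided, p = 0.1 in each zone, the smallest p that 3 arrays against 3 allow). Over all clusters, 6.33% had no overlap in IZ against NIZ and 6.23% in BZ against NIZ, where 10% would by chance. The adjusted p of Lyz2 from limma was 0.999 in IZ and 0.854 in BZ over all clusters. Adjusted over the list alone, 1 marker passed in IZ, which was Lyz2, and 0 passed in BZ. Adgre1, a surface receptor of macrophages, was at 2.17-fold and 1.76-fold its NIZ level.

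Interferon-induced genes were higher in IZ for 20 of 22, with a median of 0.25 (adjusted p = 9.73e-06 from camera, and adjusted p = 0.929 with an estimated correlation). The rise was in replicates 1 and 2. The group's mean log2 level minus its mean over all arrays was -0.330 in IZ replicate 3 and -0.378 in BZ replicate 3. Both lay below every NIZ array (-0.0136, -0.273 and -0.236). Exact permutation of these array means gave a two-sided p of 0.4 in IZ and 0.6 in BZ against NIZ. In BZ, 18 of the 22 were higher, with a median of 0.17 and an adjusted p of 0.0653, which became 0.00629 with the replicate number as a block and was 0.915 with an estimated correlation. The chemokine Cxcl9 stood at 2.86-fold its NIZ level in IZ and 1.98-fold in BZ. Of 13 lymphocyte markers, 10 were higher in IZ (median 0.22, adjusted p = 7.87e-06; estimated correlation, adjusted p = 0.929) and 12 in BZ (median 0.13, adjusted p = 0.00177; estimated correlation, adjusted p = 0.915). The lymphocyte group's mean, as a deviation like that above, was -0.119 in IZ replicate 3, within the NIZ range of -0.190 to -0.107. Its means in BZ (0.00937, -0.0171 and 0.162) lay above every NIZ array. Gzma, a protease of cytotoxic lymphocytes, was at 1.82-fold in IZ and 1.53-fold in BZ. Of 19 genes of cell proliferation, 15 were higher in IZ (median 0.05, adjusted p = 0.0116) and 18 in BZ (median 0.08, adjusted p = 0.00213). With an estimated correlation these became adjusted p = 0.929 and adjusted p = 0.915. Mcm5, a helicase subunit of DNA replication, was at 1.37-fold in IZ and 1.39-fold in BZ. Of 19 endothelial markers, 16 were lower in IZ (median -0.09, adjusted p = 0.0324) and 16 in BZ (median -0.17, adjusted p = 6.12e-05). With an estimated correlation the adjusted p was 0.929 in IZ and 0.915 in BZ. The endothelial call in IZ was lost without IZ replicate 1 (adjusted p = 0.0687), IZ replicate 3 (0.176), BZ replicate 1 (0.0503), NIZ replicate 1 (0.211) or NIZ replicate 3 (0.0785), and the proliferation call in IZ without IZ replicate 1 (0.678) or NIZ replicate 3 (0.144) and in BZ without BZ replicate 1 (0.113), BZ replicate 3 (0.113) or NIZ replicate 3 (0.0608). Adjusted over the list alone, 0 endothelial markers passed in IZ and 2 passed in BZ, which were Sox18 and Emcn. Fabp4, a fatty acid carrier of capillary endothelium, had a log2 level of 10.48 ± 0.04 (SD, n = 3) in IZ, 10.36 ± 0.17 in BZ and 10.84 ± 0.28 in NIZ.

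Genes of fatty acid oxidation were lower in BZ than in NIZ for 24 of 27, with a median of -0.10 (adjusted p = 0.00595). Those of oxidative phosphorylation were lower for 26 of 29, with a median of -0.08 (adjusted p = 0.0343), and with an estimated correlation both had an adjusted p of 0.915. In IZ against BZ all 27 genes of fatty acid oxidation were higher, with a median of 0.16 (adjusted p = 1.21e-05), as were 25 of the 29 of oxidative phosphorylation (median 0.08, adjusted p = 0.00322). Cardiomyocyte genes were higher in IZ than in BZ for 18 of 28 (median 0.06, adjusted p = 0.0203) and endothelial markers for 15 of 19 (median 0.08, adjusted p = 0.0203). With an estimated correlation these 4 groups had an adjusted p of 0.907. Cd36, the fatty acid transporter, was at 1.15-fold in IZ against BZ. The 28 cardiomyocyte genes had a median of 0.00 in IZ against NIZ (adjusted p = 0.440), and in BZ 21 were lower with a median of -0.05 (adjusted p = 0.224, with 0.0170 for the replicate number as a block and 0.915 for an estimated correlation). The median in BZ was -0.11 without BZ replicate 3 (adjusted p = 0.00791 from camera) and -0.12 without NIZ replicate 1 (0.00219). Markers of neutrophils varied between arrays of a zone more than between zones. Within BZ and NIZ they stood higher in replicate 1 than in replicate 3, by a median of 2.81 log2 over 19 genes. The 19 had a median of 0.31 in IZ (adjusted p = 0.375) and 0.23 in BZ (adjusted p = 0.806) against NIZ. No gene named here passed limma's test over all clusters, and the examples were chosen after their values were seen. The macrophage group in BZ lost its call without BZ replicate 1 (median 0.12, adjusted p = 0.425), as did fatty acid oxidation in IZ against BZ (median 0.00, adjusted p = 0.347), and the median changed sign for fatty acid oxidation (median 0.04, adjusted p = 0.836) and oxidative phosphorylation in BZ against NIZ (median 0.04) and in IZ against BZ (median -0.06) and for cardiomyocyte genes in IZ against BZ (median -0.04). The endothelial median in IZ against BZ changed sign without BZ replicate 3 (-0.01, adjusted p = 0.958), and its call was lost without IZ replicate 2 (0.335), with median centring (0.304) and with a filter on dim clusters (0.0594). In the same comparison, cardiomyocyte genes lost their call without IZ replicate 3 (0.360), with median centring (0.111) and with the filter (0.0594), and oxidative phosphorylation without IZ replicate 3 (0.386). In BZ against NIZ, fatty acid oxidation lost its call without NIZ replicate 2 (median -0.07, adjusted p = 0.211) and NIZ replicate 3 (median -0.02, adjusted p = 0.358), as did oxidative phosphorylation (0.289 and 0.843). With quantile normalization, the calls of fatty acid oxidation (median -0.05, adjusted p = 0.0906) and oxidative phosphorylation (median -0.03, adjusted p = 0.417) in BZ against NIZ were lost, as were those of oxidative phosphorylation (adjusted p = 0.629), cardiomyocyte (0.865) and endothelial genes (0.629) in IZ against BZ.

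**Figure D1:**
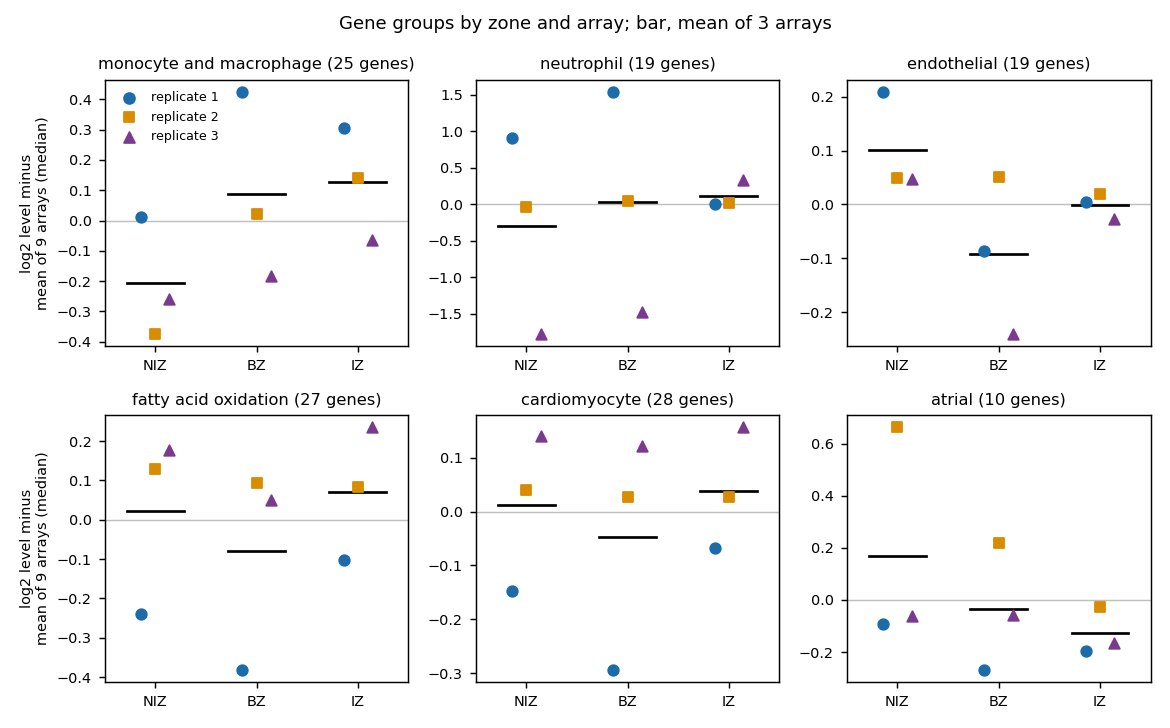
Levels of 6 gene groups on the 9 arrays. Each point is the median, over the genes of the group, of the log2 level minus the gene's mean over all 9 arrays, and each bar is the mean of the 3 arrays of a zone; in BZ and NIZ the neutrophil points of replicates 1 and 3 lie far apart.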

To screen for the lncRNAs involved in myocardial I/R injury, we performed lncRNA microarray analysis on cardiac tissues dissected from ischemia zone, border zone (BZ), and the remote non-ischemia zone (NIZ) of cardiac I/R mice. 

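LncRNA genes with a name in the RefSeq table had small log2 differences between the zones in the fit of all 9 arrays. The RefSeq gene table names 3405 clusters as lncRNA genes, and of these 12 were lower in both IZ and BZ than in NIZ at an unadjusted p under 0.05 from limma while 4 were higher in both. None passed an adjusted p of 0.05 in limma, and none was lower by over 1 log2 in both zones. Of the 33038 clusters with no gene symbol, 277 were lower in both at the unadjusted p and 9 were lower by over 1 log2 in both. Among the named lncRNA clusters, the largest falls in both zones, by the smaller of the 2 changes, were those of Gm12295, E030003E18Rik and 4930528A17Rik. Gm12295 had a log2 level of 7.09 ± 0.37 (SD, n = 3) in IZ, 6.84 ± 1.00 in BZ and 7.46 ± 0.68 in NIZ. For E030003E18Rik the levels were 4.27 ± 0.04, 4.26 ± 0.10 and 4.63 ± 0.32. 4930528A17Rik stood at 5.12 ± 0.08, 5.17 ± 0.11 and 5.53 ± 0.26 in the same zones, a log2 difference of -0.42 in IZ (adjusted p = 0.999 from limma) and -0.37 in BZ (adjusted p = 0.854). Without NIZ replicate 3 its difference in IZ was -0.57 and passed limma's test (adjusted p = 0.04995). In BZ the difference in the same fit was -0.52 and did not pass (adjusted p = 0.0851). The array left out had a level of 5.23, within the range of the BZ arrays (5.08 to 5.29). The largest rises in both zones were those of 5430431A17Rik (0.45 and 0.40), Gm19277 (0.52 and 0.38) and Gm10336 (0.51 and 0.35), none of which passed. Of 17 measured lncRNAs with a known function, 12 were lower in IZ (median -0.02, adjusted p = 0.889 from camera) and 11 in BZ (median -0.03, adjusted p = 0.500). Among them the nuclear lncRNA Neat1 had log2 differences of -0.17 in IZ and -0.28 in BZ, and Malat1 had 0.09 and 0.04.

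Over all 65534 clusters, 554 were lower in both zones and 256 were higher in both at an unadjusted p under 0.05, with 0 called in both at the adjusted p by limma and by the methods' test with Benjamini-Hochberg adjustment. Because both zones are compared with the same 3 NIZ arrays, 100 simulations of unchanged arrays gave a mean of 466.8 lower in both (range 429 to 522) and 467.9 higher in both (429 to 517). The count of 554 became 247 without IZ replicate 1, 1751 without NIZ replicate 3 and 870 with the replicate number as a block. The simulations, like the fit without a block, take no account of the pairing of BZ and NIZ samples. They also draw each cluster independently, while the real clusters vary together. The simulated ranges are therefore too narrow to judge whether 554 and 256 depart from no change. Independent lists of the observed sizes would share 55.0 lower and 17.8 higher clusters. Of the 143 clusters lower by over 1 log2 in both zones, 141 lie on chromosome 7, and 104 of them are small nucleolar RNA (snoRNA) clusters, out of 205 snoRNA clusters on that chromosome. These 104 clusters, chosen by their fall and none of them called, had a mean log2 difference of -1.54 in IZ and -1.49 in BZ. Their mean level was 5.28 and 5.73 on the NIZ arrays of replicates 1 and 2, and 2.92 on that of replicate 3. The level of lncCIRBIL itself was not analysed here, since the probe annotation used names no cluster as this transcript. From the comparison of both zones with the remote zone (Fig. 1A), the paper takes lncCIRBIL as the lncRNA for its further experiments.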

The analysis identified lncCIRBIL as one of the deregulated lncRNAs that were downregulated in both ischemic and BZ relative to remote NIZ (Fig. 1A). The level of lncCIRBIL was lower in the heart of I/R mice than sham controls (Fig. 1B). The data from NONCODE (http://www.noncode.org/) and UCSC (http://genome.ucsc.edu/) database revealed that lncCIRBIL is an intergenic lncRNA of 862 nucleotides (nts) long and it locates on chromosome 6 (Supplementary Fig. 1). 

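The arrays hold 3578 transcript clusters with identifiers of chromosome 6, of which 1836 have no gene symbol in the annotation used here and 196 belong to lncRNA genes of the RefSeq table. Of the 3578, 26 were lower and 15 were higher in both IZ and BZ than in NIZ at an unadjusted p under 0.05 from limma, and 0 passed the adjusted p. Among the 196 named lncRNA clusters, 0 were lower in both at the unadjusted p, and the largest fall in both zones was that of Particl, with log2 differences of -0.30 in IZ and -0.26 in BZ. A single cluster of chromosome 6 was lower by over 1 log2 in both zones, the unnamed TC0600001385.mm.1, singled out after its values were seen. Its log2 differences were -1.49 in IZ (adjusted p = 0.999 from limma) and -1.42 in BZ (adjusted p = 0.854). The largest fall on chromosome 6 was -2.40 in IZ and -2.33 in BZ without NIZ replicate 3, and -1.01 and -0.89 without NIZ replicate 1. None of these clusters was tied to lncCIRBIL here.

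**Figure D2:**
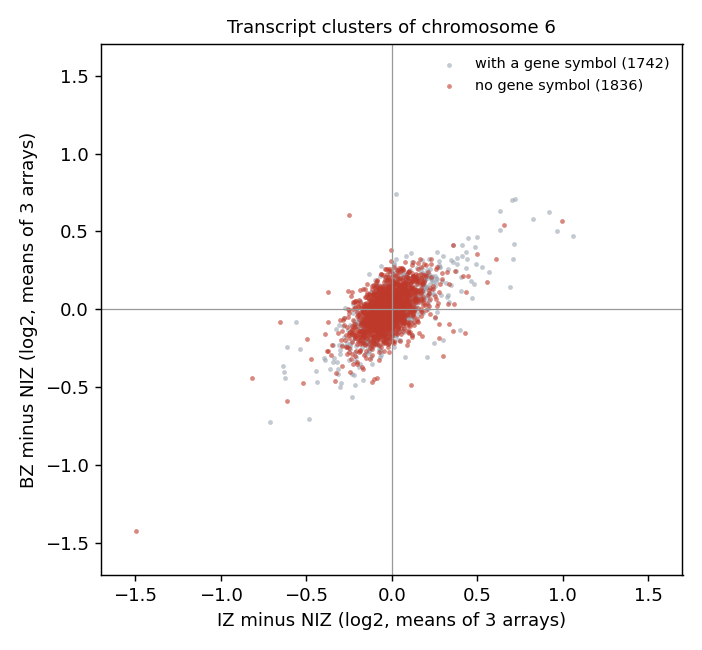
Log2 differences of the 3578 clusters of chromosome 6, IZ minus NIZ on the x axis and BZ minus NIZ on the y axis, each from means of 3 arrays. Each point is a cluster, coloured by whether it has a gene symbol; the point at -1.49 and -1.42 is the unnamed cluster TC0600001385.mm.1.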

By blasting this sequence with human genome, we found a conservative sequence motif (407 nts) of human lncCIRBIL (Supplementary Fig. 2A–C). The plasma level of the human homolog of lncCIRBIL was also lower in patients with acute myocardial infarction (AMI) than in non-AMI control subjects (Fig. 1C). To explore the role of lncCIRBIL in cardiac I/R injury, we generated cardiac-specific lncCIRBIL transgenic overexpression (lncCIRBIL Tg) mice (Supplementary Fig. 3) and established a mouse model of cardiac I/R injury. The expression of lncCIRBIL was significantly increased in lncCIRBIL Tg mice than in wild-type controls (Fig. 1D). LncCIRBIL overexpression significantly reduced infarct size in the heart of I/R mice (Fig. 1E) and improved cardiac function as indicated by the increased ejection fraction (EF) and fractional shortening (FS) (Fig. 1F). Lactate dehydrogenase (LDH) and creatine kinase isoenzyme-MB (CKMB) are enzymes residing in the cytoplasm of cardiomyocytes and are released into the plasma upon cardiomyocyte injury. The levels of plasma LDH and CKMB were elevated after I/R injury, and these changes were inhibited by overexpression of lncCIRBIL (Fig. 1G, H). In addition, overexpression of lncCIRBIL decreased caspase-3 activity, cleaved caspase-3 protein level, and TUNEL (TdT-mediated dUTP nick end labeling)-positive cells of cardiac I/R mice (Fig. 1I–K).

**Fig. 1:**
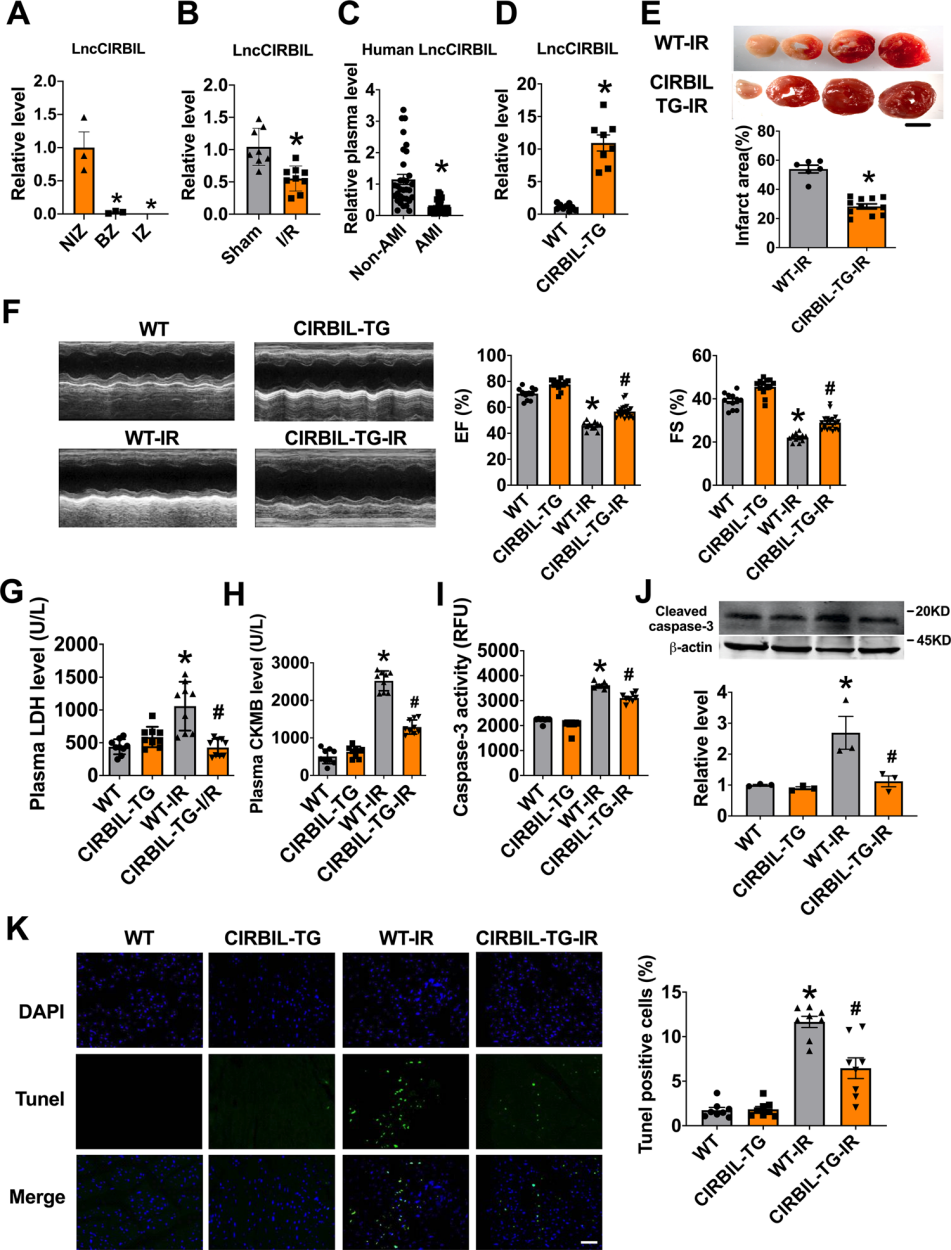
Cardiomyocyte-specific transgenic overexpression of lncCIRBIL alleviates cardiac ischemia–reperfusion injury. **A** The levels of lncCIRBIL in ischemia zone (IZ), border zone (BZ), and non-ischemic zone (NIZ) of ischemia–reperfusion hearts. *N* = 3. *P < 0.05 versus NIZ. *P* values were determined by one-way ANOVA test followed by Bonferroni post hoc analysis. **B** The level of lncCIRBIL in ischemia–reperfusion (I/R) and sham-operated hearts. Sham *N* = 8, I/R *N* = 9. *P < 0.05 versus Sham. *P* values were determined by unpaired *t* test. **C** Level of human lncCIRBIL in the plasma of acute myocardial infarction (AMI) patients. *N* = 32. *P < 0.05 versus non-AMI group. *P* values were determined by unpaired *t* test. **D** Level of lncCIRBIL in the heart of lncCIRBIL transgenic mice. WT *N* = 9, CIRBIL-TG *N* = 8. *P < 0.05 versus WT group. *P* values were determined by unpaired *t* test. **E** Infarct size of I/R hearts by TTC staining (scale bar: 2 mm). WT-I/R *N* = 6, CIRBIL-TG-I/R *N* = 11. *P < 0.05 versus WT-IR mice. *P* values were determined by unpaired *t* test. **F** Representative images of echocardiographs and statistics of ejection fraction (EF) and fractional shortening (FS). WT *N* = 11, CIRBIL-TG *N* = 13, WT-I/R *N* = 11, CIRBIL-TG-I/R *N* = 21. *P < 0.05 versus WT, ^#^*P* < 0.05 versus WT-IR. *P* values were determined by one-way ANOVA test followed by Bonferroni post hoc analysis. **G**, **H** Plasma levels of LDH and CKMB, respectively. *N* = 9 mice per group. *P < 0.05 versus WT, ^#^*P* < 0.05 versus WT-IR. *P* values were determined by one-way ANOVA test followed by Bonferroni post hoc analysis. **I** Caspase-3 activity. *N* = 8 mice per group. *P < 0.05 versus WT, ^#^*P* < 0.05 versus WT-IR. *P* values were determined by one-way ANOVA test followed by Bonferroni post hoc analysis. **J** Cleaved caspase-3 protein level. *N* = 3 mice per group. *P < 0.05 versus WT, ^#^*P* < 0.05 versus WT-IR. *P* values were determined by one-way ANOVA test followed by Bonferroni post hoc analysis. **K** Apoptosis of cardiomyocyte in the border zone (BZ) determined by TUNEL staining (scale bar: 20 μm). *N* = 8 mice per group. *P < 0.05 versus WT, ^#^*P* < 0.05 versus WT-IR. *P* values were determined by one-way ANOVA test followed by Bonferroni post hoc analysis. Data are expressed as mean ± SEM. WT wild type, WT-IR wild type with ischemia–reperfusion, CIRBIL-TG CIRBIL transgenic overexpression, CIRBIL-TG-IR CIRBIL transgenic overexpression mice with ischemia–reperfusion.

We further explored the regulation of lncCIRBIL on hypoxia–reoxygenation (H/R)-induced injury of cultured mouse cardiomyocytes. LncCIRBIL was significantly decreased in cardiomyocytes exposed to H/R, hypoxia, hydrogen peroxide (H_2_O_2_), or hypoxia with energy deprivation (low glucose) (Supplementary Fig. 4A–D). Transfection of the lncCIRBIL-overexpressing plasmid into cardiomyocytes increased the level of lncCIRBIL (Supplementary Fig. 4E) and remarkably reduced H/R-induced apoptosis as reflected by significant decreases in caspase-3 activity, cleaved caspase-3 protein level, and TUNEL-positive cells (Supplementary Fig. 4F–H). These data indicate that lncCIRBIL is a cardioprotective lncRNA against cardiac I/R injury both in vivo and in vitro.

### Deficiency of lncCIRBIL exacerbates cardiac I/R injury

To investigate whether downregulation of lncCIRBIL is detrimental to the heart, we assessed the effects of lncCIRBIL deficiency on cardiac injury. We first established lncCIRBIL knockout mice by CRISPR/Cas9 (clustered regulatory interspaced short palindromic repeats/CRISPR-associated protein 9) techniques (Supplementary Fig. 5) and then created cardiac I/R injury. The level of lncCIRBIL was undetectable in lncCIRBIL knockout mice (Fig. 2A). LncCIRBIL knockout increased the infarct size and impaired cardiac function of I/R hearts (Fig. 2B, C). The plasma levels of LDH and CKMB were increased in mice with cardiac I/R injury and these deteriorative alterations were further exacerbated with knockout of lncCIRBIL (Fig. 2D, E). Consistently, the caspase-3 activity, cleaved caspase-3 protein level, and TUNEL-positive cells were all increased in the hearts of I/R mice and these pro-apoptotic changes were further augmented by lncCIRBIL knockout (Fig. 2F–H).

**Fig. 2:**
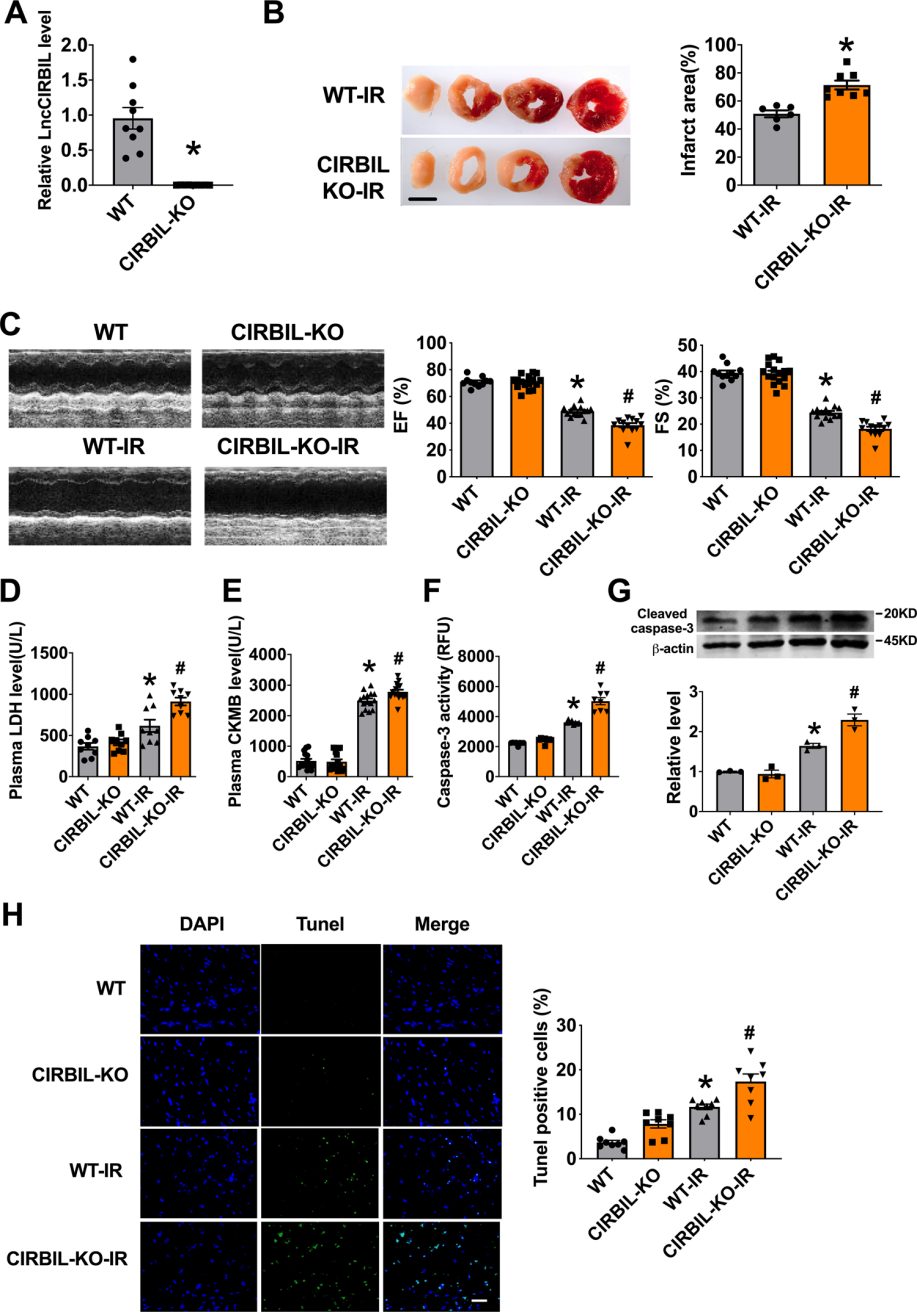
Knockout of lncCIRBIL exacerbates cardiac ischemia–reperfusion injury. **A** LncCIRBIL levels in the hearts of lncCIRBIL knockout and wild-type (WT) mice. *N* = 9. *P < 0.05 versus WT group. *P* values were determined by unpaired *t* test. **B** Infarct size of I/R hearts stained with TTC (scale bar: 2 mm). WT-I/R *N* = 6, CIRBIL-KO-I/R *N* = 8. *P < 0.05 versus WT-IR mice. *P* values were determined by unpaired *t* test. **C** Representative images of echocardiographs and statistics of ejection fraction (EF) and fractional shortening (FS). WT *N* = 11, CIRBIL-KO *N* = 16, WT-I/R *N* = 14, CIRBIL-KO-I/R *N* = 13. *P < 0.05 versus WT; ^#^*P* < 0.05 versus WT-IR mice. *P* values were determined by one-way ANOVA test followed by Bonferroni post hoc analysis. **D** Serum concentrations of LDH, respectively. *N* = 9 mice per group. *P < 0.05 versus WT; ^#^*P* < 0.05 versus WT-IR mice. *P* values were determined by one-way ANOVA test followed by Bonferroni post hoc analysis. **E** Serum concentrations of CKMB, respectively. *N* = 15 mice per group. *P < 0.05 versus WT; ^#^*P* < 0.05 versus WT-IR mice. *P* values were determined by one-way ANOVA test followed by Bonferroni post hoc analysis. **F** Caspase-3 activity. *N* = 8 mice per group. *P < 0.05 versus WT-IR mice. *P* values were determined by one-way ANOVA test followed by Bonferroni post hoc analysis. **G** Cleaved caspase-3 protein level. *N* = 3 mice per group. *P < 0.05 versus WT-IR mice. *P* values were determined by one-way ANOVA test followed by Bonferroni post hoc analysis. **H** Apoptosis of cardiomyocyte in the border zone (BZ) by TUNEL staining (scale bar: 20 μm). *N* = 8 mice per group. *P < 0.05 versus WT; ^#^*P* < 0.05 versus WT-IR mice. *P* values were determined by one-way ANOVA test followed by Bonferroni post hoc analysis. Data are expressed as mean ± SEM. CIRBIL-KO CIRBIL knockout mice, CIRBIL-KO-IR CIRBIL knockout mice with ischemia–reperfusion.

We then tested the role of lncCIRBIL knockdown in H/R-induced cardiomyocyte injury in vitro. Transfection of lncCIRBIL small interfering RNA (siRNA) significantly reduced the level of lncCIRBIL in cultured cardiomyocytes (Supplementary Fig. 6A). Caspase-3 activity, cleaved caspase-3 protein level, and TUNEL-positive cells were increased in H/R cardiomyocytes, which was aggravated by silencing lncCIRBIL expression (Supplementary Fig. 6B–D). These results suggest that downregulation of lncCIRBIL is detrimental to cardiac I/R injury.

### LncCIRBIL binds to Bclaf1 and inhibits its nuclear translocation

To investigate the mechanism underlying the effects of lncCIRBIL on cardiac injury, we performed RNA pulldown assay to screen the proteins that can bind lncCIRBIL. The mass spectrometry (MS) technique was used to identify the proteins in the bands associated with the sense sequence of lncCIRBIL (Fig. 3A). A total of 454 proteins were identified (Supplementary Data 1) and the apoptosis-related protein Bclaf1 was found present in the MS data. Significant pulldown of Bclaf1 by the sense sequence of lncCIRBIL but not the antisense sequence was confirmed (Fig. 3A). Conversely, the Bclaf1 antibody precipitated a substantial amount of lncCIRBIL (Fig. 3B).

**Fig. 3:**
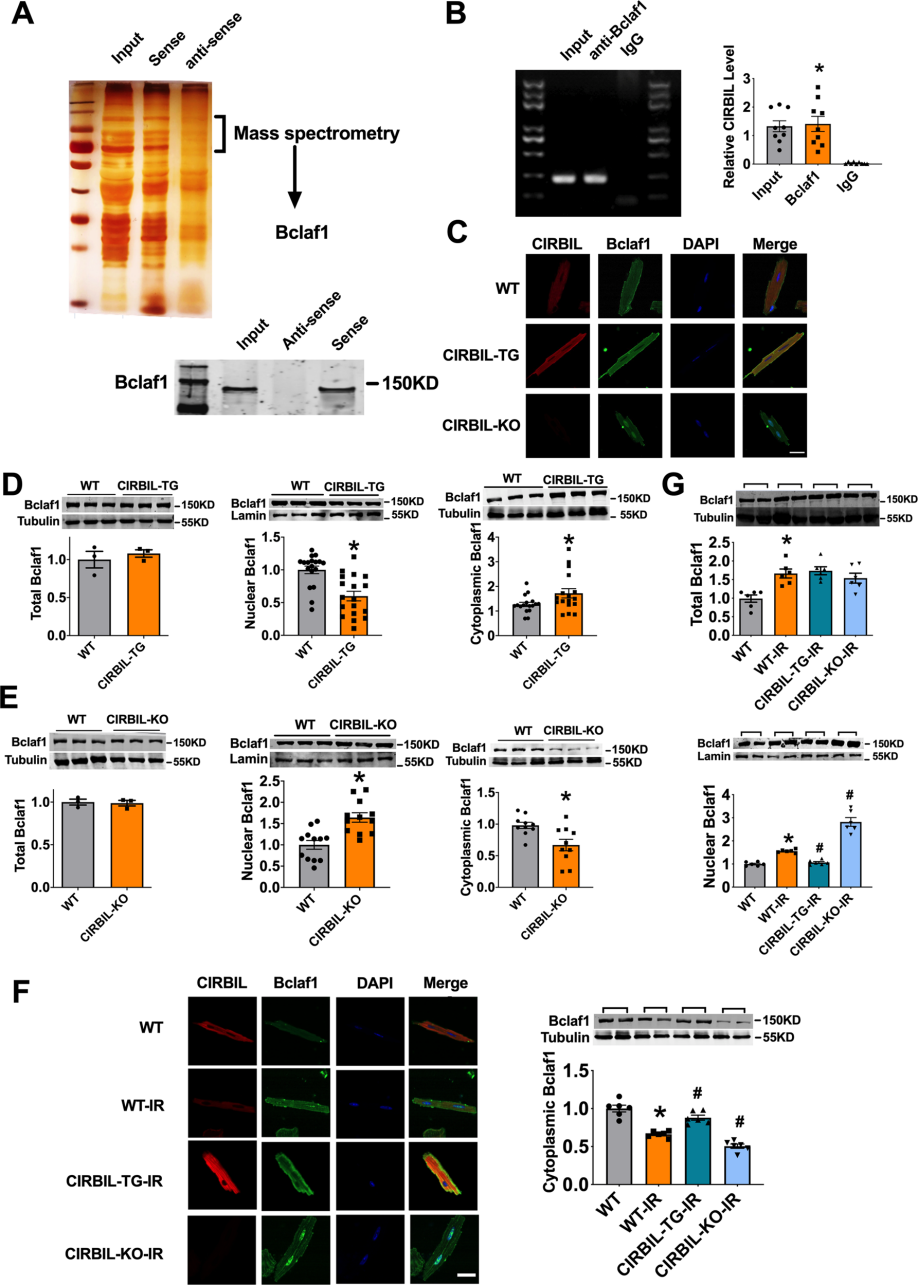
LncCIRBIL binds to Bclaf1 and inhibits its nuclear translocation. **A** Upper panel: silver staining of proteins pulled down by lncCIRBIL; lower panel: western blot analysis of Bclaf1 pulled down by lncCIRBIL. The data have been reproduced in 3 independent experiments. **B** RNA immunoprecipitation (RIP) of lncCIRBIL by Bclaf1 antibody in mice heart tissue. *N* = 9 from 3 mice. *P < 0.05 versus IgG group. *P* values were determined by unpaired *t* test. **C** LncCIRBIL distribution by in situ hybridization and Bclaf1 by immunofluorescence staining in isolated adult cardiomyocytes from WT, lncCIRBIL-TG, and lncCIRBIL-KO mice (scale bar: 20 μm). **D**, **E** Bclaf1 protein levels in subcellular fractions determined by western blot. Lamin is the loading control for nuclear extracts. *N* = 3 for total protein; *N* = 18 for TG, 12 for KO in nuclear protein; *N* = 17 for TG, 10 for KO in cytoplasmic protein. *P < 0.05 versus WT group. *P* values were determined by unpaired *t* test. **F** Distribution of lncCIRBIL and Bclaf1 in isolated cardiomyocytes after ischemia–reperfusion injury (scale bar: 20 μm). **G** Detection of Bclaf1 in subcellular fractions by Western blotting after I/R injury. *N* = 6. *P < 0.05 versus WT-IR group, ^#^*P* < 0.05 versus WT-IR group. *P* values were determined by one-way ANOVA test followed by Bonferroni post hoc analysis. Data are expressed as mean ± SEM.

Next, we performed in situ hybridization and immunofluorescence to detect the relative subcellular distributions of lncCIRBIL and Bclaf1 in cardiomyocytes. The results showed that lncCIRBIL is located in the cytoplasm and Bclaf1 in both the cytoplasm and nucleus (Fig. 3C). Notably, such a distribution pattern of Bclaf1 was found being regulated by lncCIRBIL. In lncCIRBIL Tg mice, Bclaf1 was evenly scattered throughout the cytoplasm, while in lncCIRBIL knockout mice it became primarily restricted within the nucleus (Fig. 3C). Western blot data showed that transgenic overexpression of lncCIRBIL reduced the protein level of Bclaf1 in the nuclear fraction and simultaneously increased it in the cytoplasmic fraction (Fig. 3D). Conversely, knockout of lncCIRBIL produced the opposite changes (Fig. 3D, E). LncCIRBIL did not change the total protein level of Bclaf1. The data indicate that the binding of lncCIRBIL to Bclaf1 determines the subcellular distribution pattern of Bclaf1.

We then examined the effects of I/R injury on the relative distribution patterns of lncCIRBIL and Bclaf1. While Bclaf1 was primarily distributed in the cytoplasm in cardiomyocytes isolated from sham-operated control mice, it accumulated within in the nucleus in cardiomyocytes of I/R mice. These alterations were essentially abolished by transgenic overexpression of lncCIRBIL but were exacerbated by lncCIRBIL knockout (Fig. 3F). Western blot results displayed that the total protein level of Bclaf1 was increased with I/R injury, which was not influenced by lncCIRBIL overexpression or knockout. However, the level of Bclaf1 in the nuclear fraction was increased after I/R injury, and this nucleic accumulation was mitigated by lncCIRBIL transgenic overexpression but enhanced by lncCIRBIL knockout (Fig. 3G). The alteration of Bclaf1 protein level in the cytoplasmic fraction went opposite to that of nuclear fraction (Fig. 3G). These data indicate that lncCIRBIL inhibits the nuclear accumulation but not the expression of Bclaf1 during cardiac I/R injury.

### Overexpression of Bclaf1 aggravates cardiac I/R injury

The interaction between lncCIRBIL and Bclaf1 indicates that Bclaf1 plays an important role in regulating the effects of lncCIRBIL on cardiac injury. It has been reported that Bclaf1 overexpression induces apoptosis of cancer cells^9,10^; however, whether it also does so in the heart remained unknown. To test this note, we thus generated cardiac-specific Bclaf1 transgenic mice (Supplementary Fig. 7). The protein level of Bclaf1 was increased to twofold in Bclaf1 Tg mice relative to wild-type controls (Fig. 4A). Transgenic overexpression of Bclaf1 exaggerated the impairment of cardiac function in I/R injury mice with greater decreases in the EF and FS and increase in infarct size compared with those in WT-IR mice (Fig. 4B, C). The serum levels of LDH and CKMB were elevated in cardiac I/R injury, and Bclaf1 overexpression magnified these alterations (Fig. 4D, E). Bclaf1 overexpression also magnified the increases in caspase-3 activity, cleaved caspase-3 protein level, and TUNEL-positive cells induced by I/R injury (Fig. 4F–H). Moreover, Bclaf1 overexpression and I/R injury elicited an additive upregulation of the expression of apoptosis-related proteins p53 and Bax, known to be the target genes of Bclaf1^11,17^, at both mRNA and protein levels (Fig. 4I, J). Meanwhile, while I/R injury rendered the nuclear accumulation of Bclaf1, Bclaf1 transgenic overexpression enhanced the effect of I/R injury (Fig. 4K). These data suggest that Bclaf1 is detrimental to cardiac I/R injury.

**Fig. 4:**
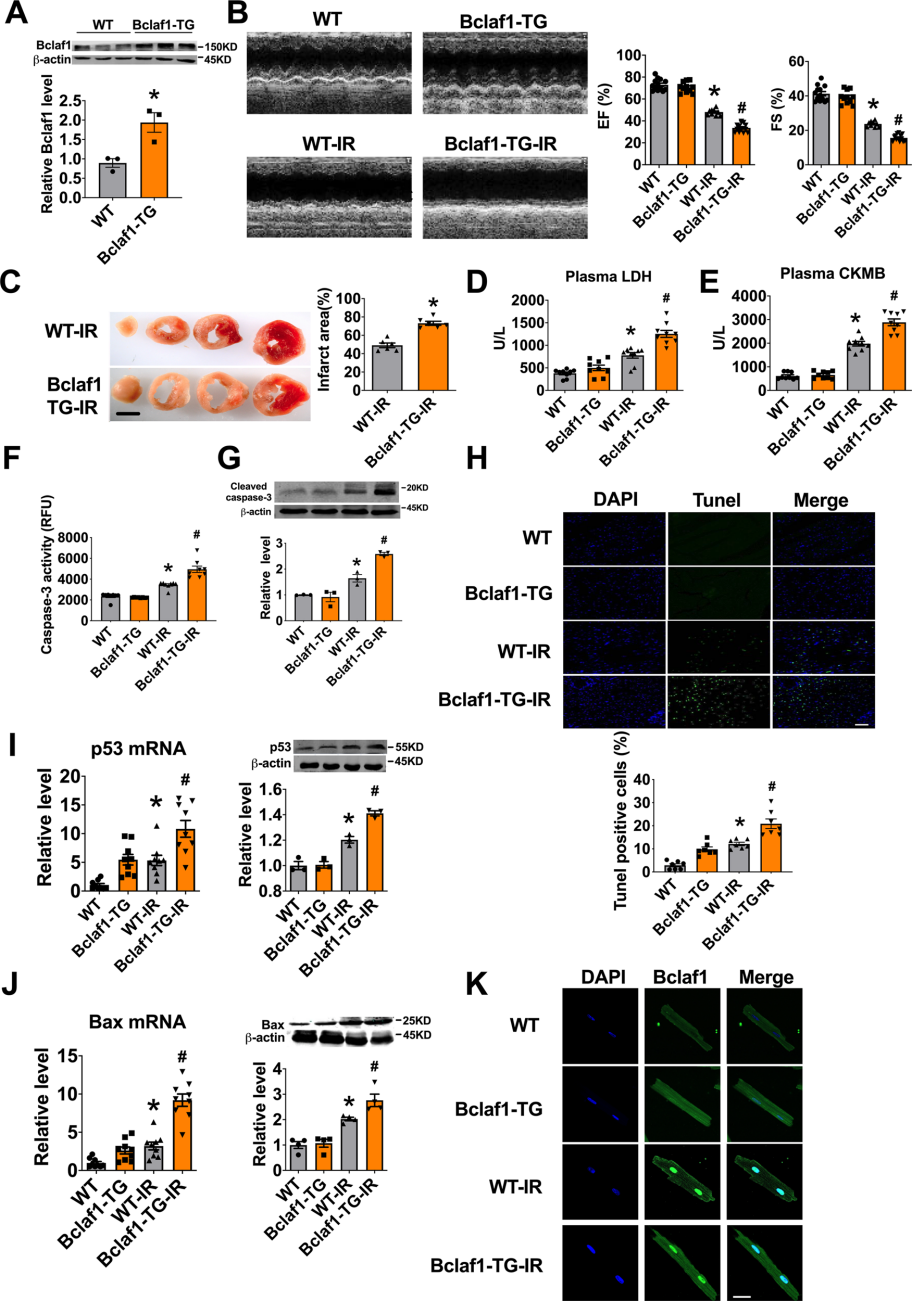
Cardiomyocyte-specific transgenic overexpression of Bclaf1 aggravates cardiac ischemia–reperfusion injury. **A** Bclaf1 protein level determined by western blot. *N* = 3. *P < 0.05 versus WT group. *P* values were determined by unpaired *t* test. **B** Representative images of echocardiographs and statistics of ejection fraction (EF) and fractional shortening (FS). WT *N* = 13, Bclaf1-TG *N* = 11, WT-I/R *N* = 10, Bclaf1-TG-I/R *N* = 13. *P < 0.05 versus WT, ^#^*P* < 0.05 versus WT-IR mice. *P* values were determined by one-way ANOVA test followed by Bonferroni post hoc analysis. **C** Infarct area determined by TTC staining (scale bar: 2 mm). *N* = 6 mice per group. *P < 0.05 versus WT-IR mice. *P* values were determined by unpaired *t* test. **D**, **E** Serum concentrations of LDH and CKMB, respectively, measured by Elisa assay. *N* = 9 mice per group. *P < 0.05 versus WT, ^#^*P* < 0.05 versus WT-IR mice. *P* values were determined by one-way ANOVA test followed by Bonferroni post hoc analysis. **F**, **G** Caspase-3 activity and cleaved caspase-3 protein level, respectively. *N* = 8 mice per group for caspase activity, and *N* = 3 mice for cleaved caspase-3 protein level. *P < 0.05 versus WT, ^#^*P* < 0.05 versus WT-IR mice. *P* values were determined by one-way ANOVA test followed by Bonferroni post hoc analysis. **H** Apoptosis of cardiomyocyte in the border zone (BZ) by TUNEL staining (scale bar: 20 μm). *N* = 7 mice per group. *P < 0.05 versus WT, ^#^*P* < 0.05 versus WT-IR mice. *P* values were determined by one-way ANOVA test followed by Bonferroni post hoc analysis. **I** mRNA and protein levels of p53 by RT-PCR and western blot. *N* = 9 for PCR, *N* = 3 for western blot. *P < 0.05 versus WT, ^#^*P* < 0.05 versus WT-IR mice. *P* values were determined by one-way ANOVA test followed by Bonferroni post hoc analysis. **J** mRNA and protein levels of Bax by RT-PCR and western blot. *N* = 9 for PCR, *N* = 4 for western blot. *P < 0.05 versus WT, ^#^*P* < 0.05 versus WT-IR mice. *P* values were determined by one-way ANOVA test followed by Bonferroni post hoc analysis. **K** Distribution of Bclaf1 in isolated cardiomyocytes (scale bar: 20 μm). Data are expressed as mean ± SEM.

Similar effects of Bclaf1 overexpression in H/R-induced cardiomyocyte injury were consistently observed. Transfection of Bclaf1-carrying plasmids led to a 2.2-fold increase in Bclaf1 protein level (Supplementary Fig. 8A) and this overexpression of Bclaf1 aggrandized the H/R-induced increases of caspase-3 activity, cleaved caspase-3 protein level, and TUNEL-positive cells (Supplementary Fig. 8B–D), as well as the upregulation of mRNA and protein levels of p53 and Bax (Supplementary Fig. 8E, F).

### Knockout of Bclaf1 alleviates cardiac I/R injury

To confirm the role of Bclaf1 in cardiac I/R injury, we employed a loss-of function approach using Bclaf1 knockout mice with adeno-associated virus 9 carrying the cas9-Bclaf1-vector (AAV9-Cas9-Bclaf1). Infection of AAV9-Cas9-Bclaf1 partially knocked out the protein expression of Bclaf1 (Fig. 5A). AAV9-Cas9-Bclaf1 recovered the I/R-induced decreases in EF and FS in mice (Fig. 5B) and reduced the infarct size and serum levels of LDH and CKMB (Fig. 5C–E). Cardiomyocyte apoptosis was inhibited by AAV9-Cas9-Bclaf1, as indicated by reduced caspase-3 activity, cleaved caspase-3 protein level, and TUNEL-positive cells (Fig. 5F–H). In addition, AAV9-Cas9-Bclaf1 suppressed the I/R-induced aberrant upregulation of p53 and Bax at both the mRNA and protein levels (Fig. 5I, J).

**Fig. 5:**
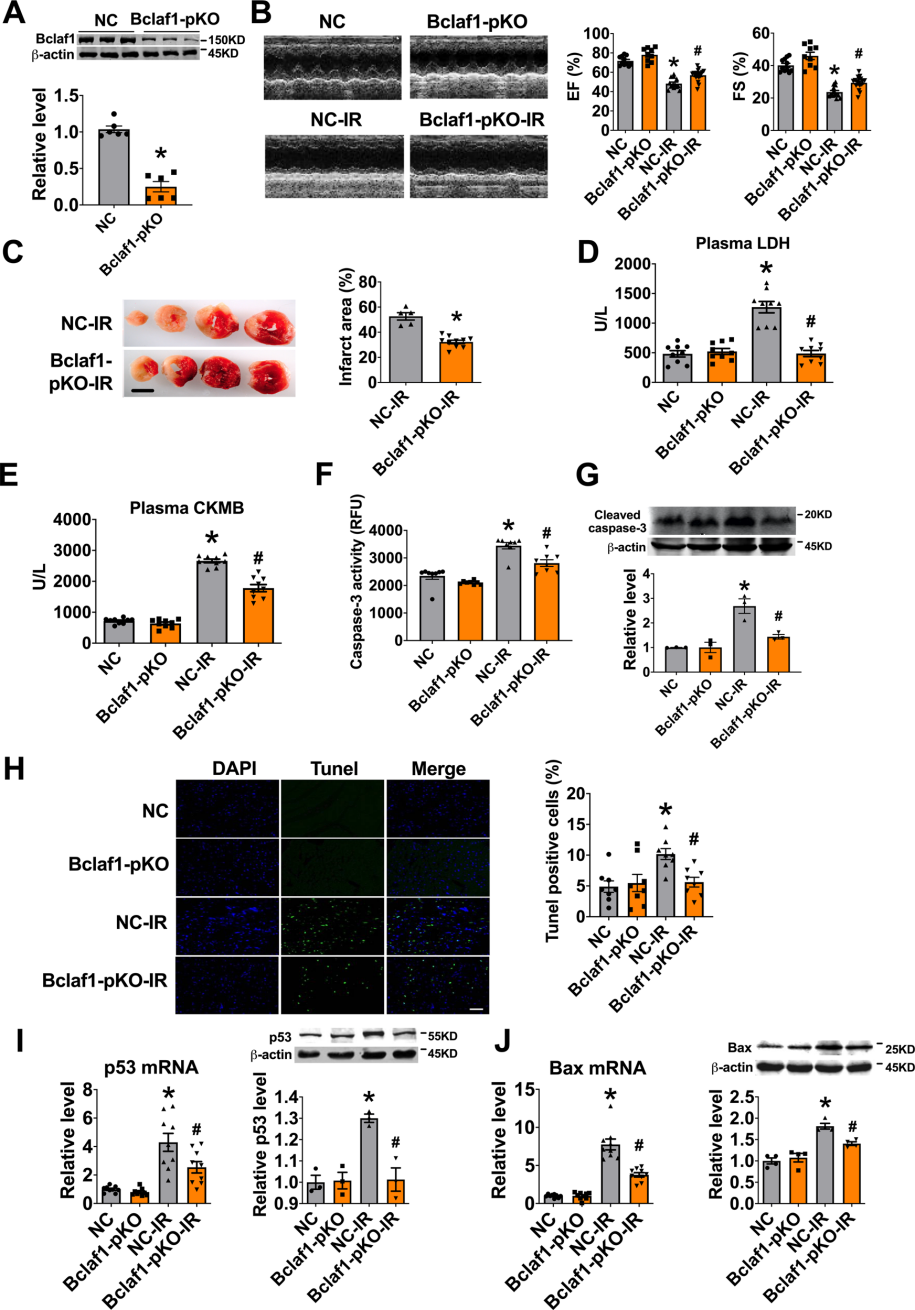
Partial knockout (pKO) of Bclaf1 alleviates cardiac ischemia–reperfusion injury. **A** Bclaf1 in the heart tissue after adeno-associated virus carrying cas9-Bclaf1 injection. *N* = 6. *P < 0.05 versus NC group. *P* values were determined by unpaired *t* test. **B** Representative images of echocardiographs and statistics of ejection fraction (EF) and fractional shortening (FS). NC *N* = 11, Bclaf1-pKO *N* = 9, NC-I/R *N* = 13, Bclaf1-pKO-I/R *N* = 18. *P < 0.05 versus NC, ^#^*P* < 0.05 NC-IR. *P* values were determined by one-way ANOVA test followed by Bonferroni post hoc analysis. **C** Infarct size by TTC staining (scale bar: 2 mm). NC-I/R *N* = 5, Bclaf1-pKO-I/R *N* = 10. *P < 0.05 versus NC-I/R, *P* values were determined by unpaired *t* test. **D**, **E** Serum concentrations of LDH and CKMB, respectively, measured by Elisa assay. *N* = 9 mice per group. *P < 0.05 versus NC, ^#^*P* < 0.05 NC-IR. *P* values were determined by one-way ANOVA test followed by Bonferroni post hoc analysis. **F** Caspase-3 activity. *N* = 8 mice per group. *P < 0.05 versus NC, ^#^*P* < 0.05 NC-IR. *P* values were determined by one-way ANOVA test followed by Bonferroni post hoc analysis. **G** Cleaved caspase-3 protein level. *N* = 3 mice per group. *P < 0.05 versus NC, ^#^*P* < 0.05 NC-IR. *P* values were determined by one-way ANOVA test followed by Bonferroni post hoc analysis. **H** Apoptosis of cardiomyocyte in the border zone (BZ) by TUNEL staining (scale bar: 20 μm). *N* = 8 mice per group. *P < 0.05 versus NC, ^#^*P* < 0.05 NC-IR. *P* values were determined by one-way ANOVA test followed by Bonferroni post hoc analysis. **I** The mRNA and protein levels of p53, respectively. *N* = 9 for mRNA and *N* = 3 for protein. *P < 0.05 versus NC, ^#^*P* < 0.05 NC-IR. *P* values were determined by one-way ANOVA test followed by Bonferroni post hoc analysis. **J** The mRNA and protein levels of Bax, respectively. *N* = 9 for mRNA and *N* = 4 for protein. *P < 0.05 versus NC, ^#^*P* < 0.05 NC-IR. *P* values were determined by one-way ANOVA test followed by Bonferroni post hoc analysis. Data are expressed as mean ± SEM.

We next repeated the above experiments in vitro with cultured cardiomyocytes employing the siRNA to knock down endogenous Bclaf1 (Supplementary Fig. 9A). Consistent with the in vivo results, Bclaf1 siRNA diminished the H/R-induced increase in the caspase-3 activity, cleaved caspase-3 protein level, and TUNEL-positive cells (Supplementary Fig. 9B–D). Moreover, it also repressed the abnormal upregulation of p53 and Bax during H/R (Supplementary Fig. 9E, F). These data imply that knockdown of Bclaf1, like overexpression of lncCIRBIL, is protective against cardiac injury.

### Bclaf1 mediates the regulation of lncCIRBIL on cardiomyocyte injury induced by H/R

We then turned to get insight into the mechanistic link between lncCIRBIL and Bclaf1 to see whether the former acts by targeting the latter to manifest its cardioprotective effects in the settings of I/R and H/R injuries. The cultured cardiomyocytes were co-transfected with the plasmids for lncCIRBIL and Bclaf1 overexpression, followed by H/R procedures. Transfection of lncCIRBIL-overexpressing plasmid alone protect the cardiomyocytes from H/R injury, but the beneficial effect was countered by co-transfection with Bclaf1 plasmid that resulted in substantial increases in the caspase-3 activity, cleaved caspase-3 protein level, and TUNEL-positive cells (Fig. 6A–C). Meanwhile, co-transfection of Bclaf1 abrogated the suppressive effects on p53 and Bax expression elicited by lncCIRBIL overexpression alone (Fig. 6D, E). Conversely, the pro-apoptotic effects of lncCIRBIL siRNA were counteracted by Bclaf1 siRNA, as manifested by the reduced caspase-3 activity, cleaved caspase-3 protein level, and TUNEL-positive cells in H/R cardiomyocytes (Fig. 6F–H). Furthermore, the upregulation of mRNA and protein expression of p53 and Bax seen with lncCIRBIL siRNA alone was prevented by co-transfection of Bclaf1 siRNA (Fig. 6I, J). Thus the protective effects of lncCIRBIL on cardiac injury are highly attributable to the functional deficiency of Bclaf1.

**Fig. 6:**
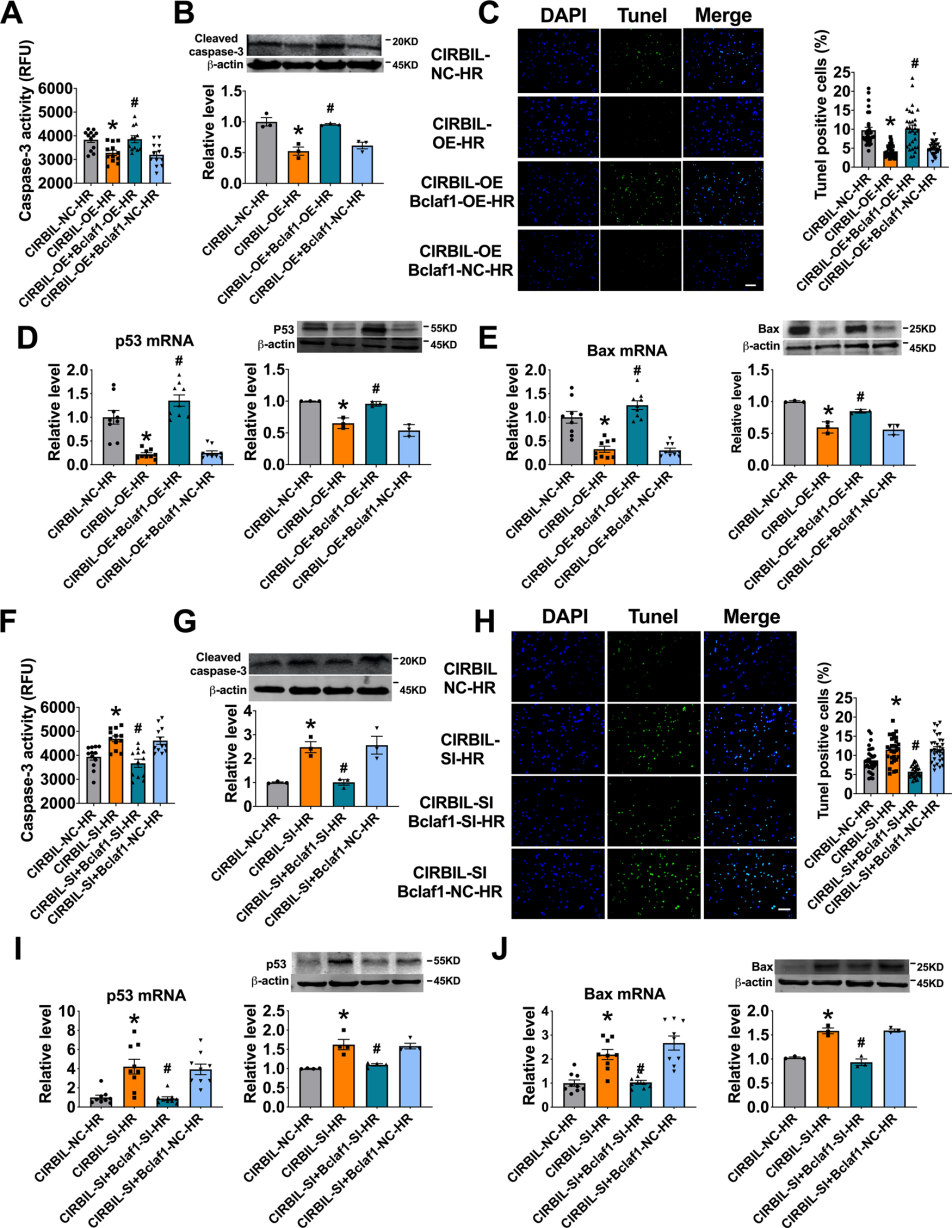
Bclaf1 mediates the regulation of lncCIRBIL on cardiomyocyte injury induced by hypoxia/reoxygenation. **A**, **B** Caspase-3 activity and cleaved caspase-3 protein level in cardiomyocytes co-transfected with lncCIRBIL- and Bclaf1-overexpressing plasmids. *N* = 12 from 3 independent cultures for caspase-3 activity, *N* = 3 for cleaved caspase-3 protein level. NC negative control (empty plasmid), OE lncCIRBIL overexpression plasmids. *P < 0.05 versus lncCIRBIL-NC-HR. ^#^*P* < 0.05 versus lncCIRBIL-OE-HR group. *P* values were determined by one-way ANOVA test followed by Bonferroni post hoc analysis. **C** Cardiomyocyte apoptosis by TUNEL staining (scale bar: 20 μm). *N* = 10, from 3 independent cultures. NC negative control (empty plasmid), OE lncCIRBIL overexpression plasmids. *P < 0.05 versus lncCIRBIL-NC-HR, ^#^*P* < 0.05 versus lncCIRBIL-OE-HR. *P* values were determined by one-way ANOVA test followed by Bonferroni post hoc analysis. **D**, **E** The mRNA and protein expression of p53 and Bax by qRT-PCR and western blot, respectively. *N* = 9 for qRT-PCR, and *N* = 3 for western blot. NC negative control (empty plasmid), OE lncCIRBIL overexpression plasmid. *P < 0.05 versus lncCIRBIL-NC-HR, ^#^*P* < 0.05 versus lncCIRBIL-OE-HR. *P* values were determined by one-way ANOVA test followed by Bonferroni post hoc analysis. **F**, **G** Caspase-3 activity and cleaved caspase-3 protein level in cardiomyocytes co-transfected with lncCIRBIL siRNA and Bclaf1 siRNA. *N* = 12 from 3 independent cultures for caspase-3 activity, *N* = 3 for cleaved caspase-3 protein level. NC negative control. *P < 0.05 versus lncCIRBIL-NC-HR, ^#^*P* < 0.05 versus lncCIRBIL-SI-HR. *P* values were determined by one-way ANOVA test followed by Bonferroni post hoc analysis. **H** Cardiomyocyte apoptosis by TUNEL staining (scale bar: 20 μm). *N* = 10 form 3 independent cultures. NC negative control. *P < 0.05 versus lncCIRBIL-NC-HR, ^#^*P* < 0.05 versus lncCIRBIL-SI-HR. *P* values were determined by one-way ANOVA test followed by Bonferroni post hoc analysis. **I**, **J** The mRNA and protein expression of p53 and Bax by qRT-PCR and western blot, respectively. *N* = 9 for qRT-PCR, and *N* = 3 for western blot, from 3 independent batches of cells. NC negative control. *P < 0.05 versus lncCIRBIL-NC-HR, ^#^*P* < 0.05 versus lncCIRBIL-SI-HR. *P* values were determined by one-way ANOVA test followed by Bonferroni post hoc analysis. Data are expressed as mean ± SEM.

### Partial knockout of Bclaf1 abrogates the exacerbating effects of lncCIRBIL knockout on cardiac I/R injury

To generate more evidence for the role of Bclaf1 in mediating the effects of lncCIRBIL on cardiac I/R injury, we went on to investigate the influence of Bclaf1 knockdown on cardiac injury in lncCIRBIL knockout mice. We partially knocked out the expression of Bclaf1 in lncCIRBIL knockout mice by injecting the AAV9-Cas9-Bclaf1 and subjected the mice to cardiac I/R injury. We found that knockout of lncCIRBIL significantly impaired cardiac function in I/R injury and the harmful effect was mitigated by partial deletion of Bclaf1 (Fig. 7A). Meanwhile, partial deletion of Bclaf1 reversed the increase in infarct size, caspase-3 activity, cleaved caspase-3 protein level, and TUNEL-positive cells in lncCIRBIL-deficient mice undergoing cardiac I/R injury (Fig. 7B–E). The increase of p53 and Bax expression in lncCIRBIL knockout mice undergoing I/R was prevented by partial knockout of Bclaf1 (Fig. 7F). These data suggest that Bclaf1 is a downstream molecule that mediates the effects of lncCIRBIL on cardiac I/R injury.

**Fig. 7:**
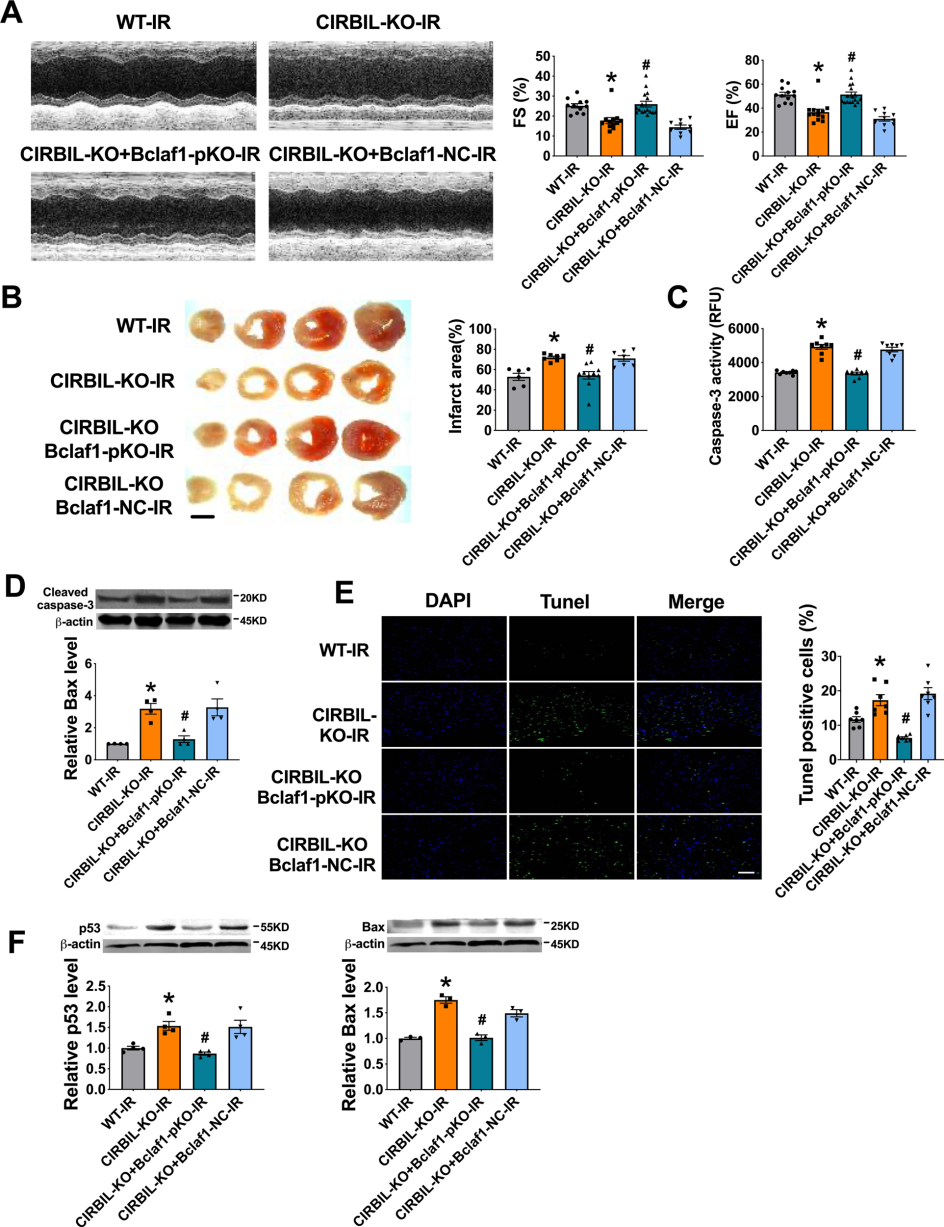
Partial knockout (pKO) of Bclaf1 abrogates the exacerbating effects of lncCIRBIL knockout on cardiac ischemia–reperfusion injury. **A** Effects of Bclaf1 partial knockout on cardiac function of lncCIRBIL knockout mice subjected to ischemia/reperfusion injury. WT-I/R *N* = 12, CIRBIL-KO-I/R *N* = 13, CIRBIL-KO-Bclaf1-pKO-I/R *N* = 17, CIRBIL-KO-Bclaf1-NC-I/R *N* = 10. *P < 0.05 versus WT-IR, ^#^*P* < 0.05 versus lncCIRBIL-KO-IR. *P* values were determined by one-way ANOVA test followed by Bonferroni post hoc analysis. **B** Infarct size measured by TTC staining (scale bar: 2 mm). WT-I/R *N* = 6, CIRBIL-KO-I/R *N* = 7, CIRBIL-KO-Bclaf1-pKO-I/R *N* = 10, CIRBIL-KO-Bclaf1-NC-I/R *N* = 7. *P < 0.05 versus WT-IR, ^#^*P* < 0.05 versus lncCIRBIL-KO-IR. *P* values were determined by one-way ANOVA test followed by Bonferroni post hoc analysis. **C**, **D** Caspase-3 activity and cleaved caspase-3 protein level. *N* = 8 mice per group for caspase 3 activity, and *N* = 3 for cleaved caspase-3 protein level. *P < 0.05 versus WT-IR, ^#^*P* < 0.05 versus lncCIRBIL-KO-IR. *P* values were determined by one-way ANOVA test followed by Bonferroni post hoc analysis. **E** Cardiomyocyte apoptosis by TUNEL assay (scale bar: 20 μm). *N* = 7 mice per group. *P < 0.05 versus WT-IR, ^#^*P* < 0.05 versus lncCIRBIL-KO-IR. *P* values were determined by one-way ANOVA test followed by Bonferroni post hoc analysis. **F** The protein levels of p53 and Bax by western blot. *N* = 3 mice per group. *P < 0.05 versus WT-IR, ^#^*P* < 0.05 versus lncCIRBIL-KO-IR. *P* values were determined by one-way ANOVA test followed by Bonferroni post hoc analysis. Data are expressed as mean ± SEM.

### The expression of lncCIRBIL is regulated by p53

LncCIRBIL is an intergenic lncRNA and it likely contains the sequence elements for transcriptional regulation. To test this notion, we analyzed the sequence using PROMO database (http://alggen.lsi.upc.es/cgi-bin/promo_v3/promo/promoinit.cgi?dirDB=TF_8.3) to predict the potential binding motifs for transcriptional factors that can regulate the expression of lncCIRBIL. We identified p53 as a candidate transcriptional factor of lncCIRBIL expression. We then experimentally validated p53 as a transcriptional repressor of lncCIRBIL expression. First, overexpression of p53 in cultured cardiomyocytes reduced the level of lncCIRBIL transcripts (Supplementary Fig. 10A). Knockdown of p53 did not significantly change the expression of lncCIRBIL under normoxic culture conditions (Supplementary Fig. 10B). However, while the cells were exposed to H/R, knockdown of p53 pronouncedly increased lncCIRBIL transcripts (Supplementary Fig. 10C). These data indicate that lncCIRBIL is negatively regulated by p53.

On the other hand, we observed that the downregulation of lncCIRBIL in WT-IR mice was partially restored by Bclaf1 knockout (Supplementary Fig. 10D).

## Discussion

In this study, we found that lncCIRBIL was downregulated during cardiac I/R injury and it produced cardioprotective role against cardiac injury by suppressing cardiomyocyte apoptosis and reducing infarct size to improve overall cardiac function. The evidence supports that lncCIRBIL acts by direct binding to Bclaf1, a detrimental molecule in cardiac I/R injury, to block its nuclear translocation and p53 activation. LncCIRBIL deficiency alone produced I/R-like phenotypes and partial knockout of Bclaf1 prevented this deleterious effect. The expression of lncCIRBIL is negatively regulated by p53 at the transcriptional level. These findings indicate that lncCIRBIL exerts cardioprotective effects by inhibiting the nuclear translocation of Bclaf1 and the subsequent activation of p53 transcription. These findings prompted us to propose a positive feedback regulatory circuit leading to worsening I/R or H/R injuries: I/R or H/R → lncCIRBIL↓ **→** Bclaf1↑ → p53↑ → lncCIRBIL↓ → I/R or H/R injury↑ (Fig. 8).

**Fig. 8:**
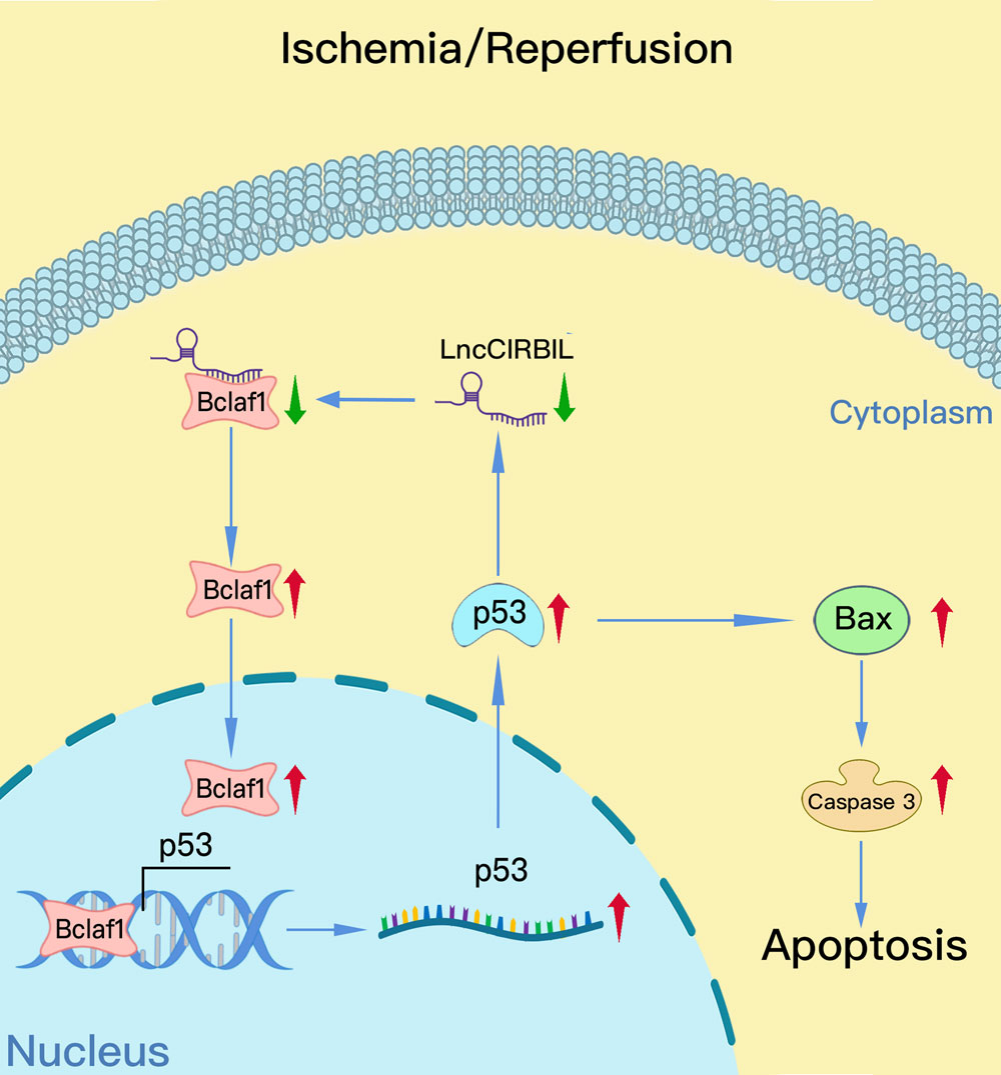
Schematic showing the proposed mechanism for the effects of lncCIRBIL on cardiac ischemia–reperfusion injury. LncCIRBIL localizes in the cytoplasm of cardiomyocytes where it binds Bclaf1 protein to prevent its translocation to the nucleus. During cardiac ischemia–reperfusion injury, lncCIRBIL expression is reduced, which favors the dissociation of Bclaf1 protein from its binding state to become free for nuclear translocation. After entering the nucleus, Bclaf1 activates the transcription of p53 and Bax to induce cardiomyocyte apoptosis leading to cardiac ischemia–reperfusion injury. Meanwhile, p53 negatively regulates the transcription of lncCIRBIL and upregulation of p53 causes further downregulation of lncCIRBIL. Based on these findings, a novel positive feedback regulatory circuit is proposed: I/R or H/R → lncCIRBIL↓ **→** Bclaf1↑ → p53↑ → lncCIRBIL↓ → I/R or H/R injury↑.

LncRNAs are critical in cardiac development and various pathological processes, such as coronary artery disease, myocardial infarction, and heart failure^19^. The specific role of lncRNAs in cardiac ischemia injury has been the focus in the field of cardiovascular research. The alteration in lncRNA expression is well connected to development and progression of various diseases. Liu et al. showed that 64 lncRNAs are upregulated and 87 downregulated in I/R hearts of mice^20^. Several dysregulated lncRNAs have been functionally validated as important regulators of cardiac injury. LncRNA CARL inhibits anoxia-induced cardiomyocyte apoptosis by impairing miR-539-dependent prohibitin 2 downregulation^21^. LncRNA autophagy-promoting factor (APF) regulates autophagy and myocardial infarction by targeting miR-188-3p^22^. LncRNA necrosis-related factor (NRF) regulates programmed necrosis and myocardial injury during ischemia and reperfusion by targeting miR-873^23^. LncRNA H19 directly binds to miR-103/107 and regulates cardiomyocyte necrosis^24^. Our previous study showed that lncRNA H19 alleviated cardiac I/R injury by inhibiting miR-877-3p-mediated downregulation of Bcl-2^25^. In this study, we screened for the dysregulated lncRNAs in I/R hearts of mice and identified the downregulated lncCIRBIL as a key regulatory lncRNA of cardiac injury. LncCIRBIL was significantly downregulated in the infarct zone and the border of infarct area compared with remote NIZ. The data from lncCIRBIL transgenic overexpression and knockout mice proved that lncCIRBIL is protective against cardiac I/R injury. These findings thus provided substantial evidence supporting the beneficial role of lncCIRBIL in cardiac I/R injury.

LncRNAs exhibit their effects through diverse mechanisms, including epigenetic regulation, gene transcription, protein stability, and compartmentalization by binding to proteins that mediate these functions^4^. The specific regulatory mechanism of a lncRNA is closely related its cellular localization. LncRNAs residing in the nucleus tend to regulate gene expression in *cis* or *trans* by recruiting chromatin modifiers or transcription factors, while lncRNAs in the cytoplasm may modulate translation, act as competing endogenous RNAs, and regulate protein modifications and trafficking. For example, lncRNA X-linked X-inactive-specific transcript inhibits gene transcription by recruiting polycomb repressive complex 2 to the X chromosome^26^. LncRNA H19 induces repressive histone modification in the target genes and finally controls target gene expression by recruiting Methyl-CpG-binding domain protein 1^27^. LncRNA HOTAIR mediates the interaction between Snail and enhancer of zeste homolog 2 to repress downstream targets. We previously found that lncRNA CCRR improves cardiac conduction by blocking endocytic trafficking of connexin43 (Cx43) through binding to Cx43 interacting protein CIP85^28^. In dissecting the mechanism for the effects of lncCIRBIL in cardiac I/R injury, we first examined its cellular distribution and discovered that it was restricted in the cytoplasm. Then we screened for the proteins that may bind lncCIRBIL and mediate its effects. The RNA pulldown and RNA immunoprecipitation (RIP) assay reciprocally proved that lncCIRBIL directly binds to Bclaf1. We further confirmed the effect of lncCIRBIL was mediated by Bclaf1. In terms of the reported lncRNAs in cardiac injury, most of them (CARL, APF, NRF, H19) exhibit their effects by sponging their respective target miRNAs that are related to cardiac injury^22,23,25,29^. Few studies have explored the interaction between lncRNA and proteins as the mechanism of actions in cardiac ischemia. To our knowledge, the only one example is lncRNA CAIF, which was shown to attenuate myocardial infarction by binding p53 and preventing the transcription of its target gene myocardin^30^.

Bclaf1 was originally discovered as a protein that interacts with Bcl2, which is mainly located in the nucleus and can be sequestered to the cytoplasm by Bcl2^9^. Subsequent studies showed that Bclaf1 can induce apoptosis by directly activate the transcription of p53^9–11^. In cultured colon adenocarcinoma cells, Bclaf1 overexpression increases the levels of pro-apoptotic proteins, p53 and Bax^17^. Consistently, our results verified Bclaf1 as a detrimental molecule in cardiac I/R injury. Bclaf1 upregulated the expression of p53 and Bax, and the level of Bclaf1 in the nucleus increased during cardiac I/R injury, indicating that Bclaf1 translocation to the nucleus to activate p53 and Bax expression is a necessary step leading to cardiac I/R injury. This is the first evidence for the function of Bclaf1 and underlying mechanism in cardiac I/R injury.

Additionally, upon binding to Bclaf1, lncCIRBIL altered the cellular distribution of Bclaf1. Overexpression of lncCIRBIL restricted Bclaf1 in the cytoplasm, while the knockout of lncCIRBIL retained it to the nucleus. This is another piece of evidence for the nuclear translocation of Bclaf1 as a critical process in the induction of cardiac I/R injury due to downregulation of lncCIRBIL contributes the pathogenesis of cardiac I/R injury. This notion was confirmed by the rescuing experiments that partial knockout of Bclaf1 prevented the harmful effects of lncCIRBIL knockout on cardiac I/R injury. Meanwhile, lncCIRBIL did not change the protein expression of Bclaf1, indicating that the binding of lncCIRBIL to Bclaf1 does not affect the translation or stability of Bclaf1.

Collectively, the present study revealed that lncCIRBIL and Bclaf1 are critical regulators of cardiac I/R injury. LncCIRBIL exerts its beneficial effects by sequestering Bclaf1 in the cytoplasm and preventing it from nuclear translocation to activate the p53 transcriptional activity in the nucleus. It is therefore speculated that both lncCIRBIL and Bclaf1 hold the potential as therapeutic targets for the development of cardioprotective agents.

## Methods

### Human plasma samples

Human plasma samples were collected from the Department of Cardiology, the First Affiliated Hospital of Harbin Medical University (Harbin, China) between June 2020 and September 2020 from 32 AMI patients and 32 non-AMI control subjects. AMI was diagnosed based on combination of several parameters: ischemic symptoms plus increased cardiac troponin I and CKMB, appearance of pathological Q wave, and ST-segment elevation or depression defined by the European Society of Cardiology/American College of Cardiology. The use of human samples was approved by the institutional review board of the Harbin Medical University and conformed to the Declaration of Helsinki. Written informed consent was obtained from each of the participants.

### Animals

Male adult mice (8 weeks old) were used in the present study. Mice were housed in a facility with 12-h light/12-h dark cycle at 23 ± 3 °C and 30–70% humidity. All experiments complied with the guiding principles for the care and use of laboratory animals in Harbin Medical University and were approved by the Ethics Committee for Animal Experimentation of School of Pharmacy, Harbin Medical University.

### Mouse model of cardiac I/R injury

Mice were anesthetized with 2% avertin (0.1 mL/10 g body weight). I/R injury in mice was induced by 45 min ischemia, followed by 24 h reperfusion. After 24-h reperfusion, the heart was rapidly excised and sectioned serially into 1–2-mm-thick sections. Then the slices were incubated in 2.0% 2,3,5-triphenyltetrazolium chloride (Solarbio, Beijing, China) at 37 °C for 15 min for measurement of the infarct area. The staining was stopped by ice-cold sterile saline and the slices were fixed in 4% neutral buffered formaldehyde for another 5 min. Both sides of each slice were digitally photographed by using somatic microscope (Zeiss Stemi 508, Jena, Germany). The infarct area was measured and determined using computerized planimetry (Image pro-plus 6.0).

### Mouse neonatal cardiomyocyte isolation and culture

Cardiomyocytes were isolated from 1- to 2-day-old mice. Briefly, the isolated hearts were washed and minced in Dulbecco’s modified Eagle’s medium (DMEM) buffer (Biological Industries, Haemek, Israel). The cardiac specimens were then dispersed in pancreatin (Beyotime, Shanghai, China), and the lysates were collected. After centrifugation at 1500 × *g* for 5 min, the precipitated cells were resuspended in DMEM buffer supplemented with 5% fetal bovine serum (Biological Industries, Haemek, Israel), and 0.8% penicillin and streptomycin (Beyotime, Shanghai, China). The cells were pre-plated and cultured in humidified 5% CO_2_ incubator at 37 °C for 2 h. The dissociated cardiomyocytes were then collected and plated for another 48 h before use for subsequent experiments. The cultured cardiomyocytes were incubated under hypoxic condition (5% CO_2_ and 95% N_2_) for 12 h, followed with reoxygenation (H/R) for 24 h to establish in vitro H/R model.

### Generation of lncCIRBIL transgenic and knockout mice

LncCIRBIL cardiac-specific transgenic overexpression and global knockout mice were generated by Cyagen Biosciences Inc (Guangzhou, China). Briefly, the sequence of lncCIRBIL was cloned into the murine α-MHC promoter (mouse α-cardiac myosin heavy chain promoter, a cardiomyocyte-specific expression promoter) expression vector and the obtained DNA fragment containing lncCIRBIL driven by α-MHC promoter was microinjected into the fertilized eggs. The genomic DNA was prepared from tail tissue and subjected to PCR amplification to identify lncCIRBIL transgenic offspring. The primers used for verifying transgenic gene in mice are: forward 5′-GAAGTGGTGGTGTAGGAAAGTCTAG-3′ and reverse 5′-CCCCATCCCTGCAGGCATTC-3′.

The lncCIRBIL knockout mouse line was generated by the CRISPR/Cas-mediated genome engineering. In brief, two exons were identified and exon2 was selected as the target site. Cas9 mRNA and gRNA generated by in vitro transcription were then injected into the fertilized eggs for lncCIRBIL knockout productions. The founders were genotyped by PCR followed by DNA sequencing analysis, and the positive founders were bred to the next generation that was further verified by PCR genotyping and DNA sequencing analysis. To genotype offspring, genomic PCR of tail DNA was performed with forward 5′-TGCCATATCACCATATGCACAACT-3′ and reverse 5′-TGTCAAAGTCATCAGTACTTTATGGGTT-3′ primers. All mice were compared only to non-transgenic or wild-type gender-matched littermates and were about 8 weeks old.

### Generation of mouse line with cardiomyocyte-specific Bclaf1 overexpression

To analyze the function of Bclaf1 in cardiomyocytes in vivo, cardiomyocyte-specific Bclaf1 transgenic overexpression mice were generated. A transgene containing Bclaf1 was cloned downstream of the α-MHC promoter. A fragment containing the promoter region and transgene sequence was agarose gel purified and microinjected into the pronucleus of one-cell mouse embryos of C57BL/6 mice at Cyagen Biosciences Inc. (Guangzhou, China). Transgenic mice were identified by conventional PCR of genomic DNA from mouse tissue, and the relevant primer pair used for verifying the transgenic mice is: forward 5′-AGAGCCATAGGCTACGGTGTA-3′, reverse 5′-TCTGTACCCATAAGGTCGTCTC-3′. Control mice were C57BL/6 mice or negative littermate mice. The mice used for our experiments were all male at an age of 8 weeks.

### Construction of Bclaf1 knockdown virus

The recombinant serum type 9 adeno-associated virus system (AAV9) was used to construct CRISPR/Cas9-mediated mouse bclaf1 gene (Gene ID: 72567) knockdown vector (Cyagen Biosciences, Guangzhou, China). For CRISPR/Cas9-mediated bclaf1 knockdown vector, we designed two bclaf1 gRNA targets (bclaf1 gRNA#1 5′-GTCCTAGACGAGGTCGGTCA-3′ and bclaf1 gRNA#2 5′-TGGCAGGGCTTCTTCGTGAT-3′), synthesized an artificial DNA fragment with Bbs I restriction enzyme site at each terminus, and digested both the pAAV[gRNA]-mCherry-U6> shuttle empty vector and the artificial DNA fragment with Bbs I. Finally, this artificial DNA fragment was cloned into pAAV[gRNA]-mCherry-U6>Shuttle empty vector to produce pAAV[2gRNA]-mCherry-U6>mBclaf1 gRNA. The virus at a dose of 1 × 10^10^ genome copies per animal were injected into 6-week-old C57BL/6 mice via tail vein. Two weeks after injection, experiment interventions were performed.

### Echocardiography

Mice were anesthetized by intraperitoneal injection of 2% avertin (0.1 mL/10 g body weight) and examined by M-mode echocardiography using a Vevo2100 Imaging System (VisualSonics, Toronto, Canada) at 24 h post-operation. M-mode tracings of the left ventricle (LV) were acquired using the short-axis view, with the ultrasound beam perpendicular to the LV at the midpapillary level to determine EF, FS, wall thickness, LV inner diameter, and LV volume. LV dimension was averaged from a minimum of six consecutive cardiac cycles per heart.

### Adult cardiomyocyte isolation

Mice were anesthetized by intraperitoneal injection of 2% avertin (0.1 mL/10 g body weight). Hearts were rapidly excised, and the aorta was cannulated on a constant-flow Langendorff apparatus. The heart was digested by perfusion with Tyrode’s solution containing Type II collagenase (1 mg/mL), protease (0.02 mg/mL), and bovine serum albumin (BSA; 1 mg/mL). Tyrode’s solution contained (mM): NaCl 123, KCl 5.4, HEPES 10, NaH_2_PO_4_ 0.33, MgCl_2_ 1.0, and glucose 10; pH adjusted to 7.4 with NaOH). After the tissue was softened, LV was dissected and gently minced into small chunks, which were then equilibrated in Tyrode’s solution with 200 μM CaCl_2_ and 1% BSA. Single rod-shaped cells with clear cross-striations were used for experiments. All solutions were gassed with 95% O_2_ and 5% CO_2_ and warmed to 37 ± 0.5 °C.

### Cell transfection with plasmids or siRNA

Transfection of plasmids or siRNA was carried out with lipofectamine 2000 reagent (Invitrogen, Carlsbad, America) and X-treme gene siRNA transfection reagent (Roche, Basel, Switzerland), respectively. The sequences of siRNAs for mouse lncCIRBIL were: 5′-GUAAGUGUUUAACAGUCCUTT-3′, and 5′-AGGACUGUUAAACACUUACTT-3′, for mouse Bclaf1: 5′-GAAGGACCCAAGUACAAGUTT-3′, and 5′-ACUUGUACUUGGGUCCUUCTT-3′, for mouse p53: 5′-CAUUUUCAGGCUUAUGGAATT-3′, and 5′-UUCCAUAAGCCUGAAAAUGTT-3′. Forty-eight hours after transfection, cardiomyocyte H/R model was established.

### Real-time quantitative reverse transcriptase-PCR

Total RNA was extracted from collected cells or tissues by using Trizol reagent (Invitrogen, Carlsbad, America). DNase-treated RNA was reverse transcribed using the Trans-Script All-in-one First-strand cDNA Synthesis Supermix for qPCR Kit (TransGen Biotech, Beijing, China). Real-time quantitative PCR was performed using SYBR Green Master (Roche, Basel, Switzerland). The relative expression levels were calculated based on Ct values and were normalized to the level of β-actin as an internal control (Supplementary Table 1).

### Nuclear and cytoplasmic protein extraction

The cytoplasmic and nuclear extracts were separated and prepared from cardiac tissue by using NE-PER nuclear and cytoplasmic extraction reagents (Thermo Fisher Scientific, New York, CN). The tissues were cut into small pieces and placed in new microcentrifuge tubes. Then 100 µL of CRE I (cytoplasmic extraction reagent I) was added and the tissues were grinded into homogenate. Then the ice-cold CRE II (cytoplasmic extraction reagent II) was added, and the sample was vortexed and centrifuged. The supernatant (cytoplasmic extract) was immediately transferred to a clean tube and the sediment was suspended with nuclear extraction reagent. The suspended sediment was vortexed and centrifuged, and the supernatant was obtained as nuclear extract.

### Western blot

The total protein samples were purified from cells and tissues with RIPA lysis buffer (Beyotime, Beijing, China) and a protease inhibitor cocktail (Roche, Basel, Switzerland) at 4 °C. Proteins were separated by sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to polyvinylidene difluoride membranes (Pall Corporation, Mexico, USA). The membranes were blocked in Tris-buffered saline containing 5% milk and then incubated with primary antibodies at 4 °C overnight. β-Actin was used as an internal control (Supplementary Table 2). After washing with PBST (phosphate-buffered saline (PBS) with Tween), the membranes were incubated with the secondary antibody at room temperature for 60 min. The membranes were scanned and analyzed by ODYSSEY machine (LI-COR, American).

### Immunofluorescence

Isolated cardiomyocytes were attached to the adhesive slide. The cells were rinsed with cold PBS three times and fixed in 4% paraformaldehyde for 15 min. After rinsing with PBS three times, the cells were incubated with 0.5% Triton X-100 at room temperature for 1 h and then blocked with 10% normal goat serum at 37 °C for 1 h. Next, Bclaf1 antibody (1:500) was added into each slide and incubated at 4 °C overnight. After three rinses with PBS, the fluorescein-488 antibody (1:500) was added and the samples were incubated in a wet box at room temperature for 1 h. After rinsing with PBS three times, the nuclei were counterstained with 4,6-diamidino-2-phenylindole (DAPI) at room temperature for 15 min. Immunofluorescence was analyzed under a confocal fluorescence microscope (Carl Zeiss, Germany).

### Fluorescence in situ hybridization (FISH)

The distribution of lncCIRBIL in cardiac myocyte was examined using the FISH Kit (Ribo, Suzhou, China). The cells were fixed by 4% paraformaldehyde and penetrated by 0.5% Triton X-100. Then they were incubated with prehybridization liquid, followed by incubation with the probes for lncCIRBIL. Immunofluorescence was analyzed under a confocal fluorescence microscope (Carl Zeiss, Germany).

### RNA-binding protein immunoprecipitation

RIP was performed using a Magna RIP RNA-Binding Protein Immunoprecipitation Kit (Millipore, MA, USA) according to the manufacturer’s protocol (Supplementary Data 2).

### RNA pulldown assay

LncCIRBIL was subcloned into GV209 plasmid and purified using the QIA quick Gel Extraction Kit (QIAGEN, Lot: 163038791, Duesseldorf, Germany). Then the DNA was transcribed to RNA in vitro using the Roche Kit (Roche Diagnostics GmbH, Lot: 34035827, Mannheim, Germany). The obtained RNA was labeled with biotin (Roche Diagnostics GmbH, Lot: 31385421, Mannheim, Germany). Then the biotinylated RNAs were treated with RNase-free DNase I (Invitrogen, Lot: 2168762, Carlsbad, America) and purified with G50 Sephadex Quick Spin columns (Roche Diagnostics GmbH, Lot: 94016622, Mannheim, Germany). The cardiac tissue was lysed using lysis buffer supplemented with protease and phosphatase inhibitor cocktails and anti-RNase (Millipore, MA, USA). The streptavidin magnetic beads (Millipore, Lot: 2630691, MA, USA) were mixed with RNAs and proteins, and the mixture was shaken violently at a shaking table for 1 h. Then the mixture was centrifuged, and supernatant was discarded. The precipitate was eluted to obtain the RNA-binding-protein complex. The lncRNA-interacting proteins were further separated by SDS-PAGE and the gel was silver stained. Western blot was used to analyze the bound proteins. The antisense group was employed as a control.

### Mass spectrometry

Mass spectrometry were performed at Beijing Protein Innovation Co. Ltd. In detail, bands of interest were cut off and washed with ddH_2_O_2_ for 10 min. The gel pieces were destained by vortexing in 1 mL of 25 mM NH_4_HCO_3_(ABC) in 50% acetonitrile for 20 min, then were dehydrated by acetonitrile and completely dried by Speedvac. Reduction was performed by adding 10 mM dithiothreitol (DTT) to gel pieces and incubating at 56 °C for 1 h. After removing all leftover DTT, alkylation was performed by incubating the gel pieces in 55 mM iodoacetamide (IAM) at room temperature in a dark room for 45 min. All leftover IAM was removed. Destaining, dehydration, and Speedvac steps were then repeated one time. Trypsin stock solution (1 μg/μL) was diluted 15 times by 25 mM ABC. The diluted trypsin solution was used to digest the gel pieces at 37 °C overnight. Formic acid (0.1%) was used to stop digestion on the next day. Non-extracted digests containing peptides (10 μL) were stored at −80 °C for further MS analysis.

For analysis of peptides, Thermo ScientificTM Q ExactiveTM high-resolution MS was coupled to UltiMate3000 RSLC nano ultra-high performance liquid system. Mobile phase A is 0.1% formic acid in water, mobile phase B is 0.1% formic acid in 98% acetonitrile. Liquid chromatography (LC) flow rate was set at 0.4 mL/min with a gradient program as follows: 0–6 min = 5–8% B; 7–40 min = 8–30% B; 41–45 min = 30–60% B; 46–48 min = 60–80% B; 49–56 min = 80% B; 56–58 min = 80–5% B; 58–65 min = 5% B. Full scan spectra were acquired with a scan range of *m*/*z* = 350–2000 and a resolution of 60,000. Data-dependent acquisition procedure were used for data acquisition. The 20 most intense precursor ions were then selected for HCD fragmentation. MS/MS spectra were acquired at a resolution of 17,500 with a normalized collision energy of 28%.

The LC-MS raw data were processed using MASCOT2.3.0. MS/MS spectra were searched against uniport (20,160,315 entries) with trypsin-specific cleavage allowing up to 2 missing cleavages. Tolerance of precursor ions was set to 15 ppm and that of fragment ions was 20 mmu. Carbamidomethyl on Cys was fixed modification, and Gln->pyro-Glu (N-term Q) and oxidation on Met were variable modifications. Peptide ion score was set at >23; false discovery rate <0.05.

### Apoptosis assay

Apoptosis was determined by TUNEL using an In-Situ Cell Death Detection Kit (Roche, Basel, Switzerland). The nuclei were stained with DAPI (Solarbio, Beijing, China). Immunofluorescence was analyzed under a fluorescence microscope (Carl Zeiss, Germany).

### CKMB detection

The CKMB was detected by using the mouse CKMB (Creatine Kinase MB Isownzyme) Elisa Kit (Elabscience, Wuhan, China).

### LDH detection

LDH level was detected by using the LDH Detection Kit (Nanjing Jiancheng Bioengineering Institute, Nanjing, China).

### Caspase-3 activity assay

Caspase 3 activity was measured with a kit from Cell Signaling (catalog number #5723) according to the manufacturer’s instruction.

### Statistical analysis

Data are expressed as the mean ± SEM of at least three independent experiments for each experimental group. Student’s *t* test was used for comparisons between two groups and one-way analysis of variance followed by Bonferroni corrected post hoc *t* test was used for multi-group comparisons (Graphpad Prism 8.0). A value of *P* < 0.05 was considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Supplementary Data 1

Reporting Summary

## Data Availability

The data that support the findings of this study and unique materials are available from the corresponding authors upon reasonable request. The lncCIRBIL microarray data are deposited to the Gene Expression Omnibus (GSE) with the accession number GSE161151. Additional data related to this paper may be requested from the authors. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

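The data are 9 single-colour Affymetrix GeneChip Mouse Transcriptome Assay 1.0 arrays, 3 each of IZ, BZ and NIZ, from 3 male C57BL/6 mice aged 8 weeks after 45 min of ischemia and 24 h of reperfusion. The labels name heart as the source of each sample, while a further tissue tag of the same labels reads brain; the tissue was taken as heart, as in the paper. The deposited values are log2 values that the authors made with RMA, and the labels also name Affymetrix Expression Console 1.0 and Transcriptome Analysis Console 3.0. The deposited table holds 65534 transcript clusters, no missing values and array medians from 4.19 to 4.29, and it was used as it stands. Of these clusters, 1557 share all 9 values with another cluster, which leaves 64403 distinct profiles, and 242 hold the same value on all 9 arrays.

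Gene symbols came from the platform's annotation, which gives 1 symbol to 31033 clusters, several to 1463 and none to 33038. No gene was named from a cluster with several symbols. A RefSeq gene table of the mouse was used only for names, gene types and the chromosome, and 31031 of the named clusters were found in it, 30923 of them (99.7%) on the chromosome that the cluster's identifier gives. For genes with several clusters, the cluster with the highest mean over the 9 arrays was taken. The annotation names no cluster as lncCIRBIL, and Trp53, Bax and H19 have no cluster of their own in it, so these were not analysed here.

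Zone means were fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes) on all 9 arrays, with no block, no filter and Benjamini-Hochberg adjustment over all clusters, at an adjusted p of 0.05. Tested on simulated arrays with the spread of the real ones, the fit recovered 85 of 100 clusters changed by 1 log2 and 98 of 100 changed by 2 log2 in IZ against NIZ, with 12 unchanged clusters called, and 86 and 98 of 100 in BZ against NIZ, with 10 unchanged clusters called. A simulated shift of the neutrophil list was found by camera with an adjusted p of 0.0466 in IZ and 0.0255 in BZ against NIZ, with 0 and 1 unshifted lists called. In both simulations the noise was independent between clusters and arrays, and the single changed clusters were drawn at random. The rates therefore need not hold for the real data. Single genes were also compared by exact permutation tests (two-sided), in which 3 arrays against 3 cannot go below 0.1. Since IZ and BZ share the NIZ arrays, overlaps were set beside 100 simulations of unchanged arrays, in which each cluster varied independently of the others.

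The 26 gene lists, the tests, the comparisons and the rule for named genes were set before the data were examined. The lists are cardiomyocyte, cardiac stress, fatty acid oxidation, oxidative phosphorylation, glycolysis, hypoxia, neutrophil, monocyte and macrophage, cytokine and chemokine, interferon, lymphocyte, endothelial, fibroblast, extracellular matrix, mural cell, erythrocyte, atrial, adipocyte, mesothelial, immediate early, heat shock, p53 target, apoptosis and proliferation genes, the genes the paper names, and known lncRNAs. They were tested with limma's camera at its preset correlation of 0.01 on 30637 genes, with Benjamini-Hochberg adjustment over the 26 lists, and again with the correlation estimated from the data. The rule for named genes was the genes the paper names, called genes with the largest changes and no overlap between zones, up to 4 called members of each list, and the 3 lncRNAs with the largest fall and the 3 with the largest rise in both IZ and BZ. As no cluster was called, the other genes in the text were chosen after their values were seen.

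The labels number the samples of each zone from 1 to 3 but do not tie a number to a mouse. After subtracting the zone means, BZ and NIZ samples of the same number had correlations of 0.62, 0.20 and 0.52 over clusters, all above 0.1, so their numbers were taken as pairs. The main fit has no block and so took no account of these pairs. They entered the fits only where the replicate number was a block, which also held the IZ samples. Alternatives tried were the replicate number as a fixed and as a random block, median centring, quantile normalization, a filter on dim clusters (33293 kept), only clusters with a gene symbol, a trended and robust variance, only the 2 zones compared, array weights, the methods' test, a 2-fold limit, and leaving out each array and each replicate number. A limit of 2-fold with an unadjusted p and the counting of distinct profiles were added after the data were seen. Precision rests on 3 arrays per zone, and signal over background was not analysed here.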

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

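The tests of the cardiomyocyte share, of the shared replicate number, of repeated probe copies, of a single NIZ array and of the atrial markers, and the splits for single clusters, were chosen after the results were seen.

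The paper does not discuss the gene groups of the zones. Camera at the preset correlation called 5 groups in IZ and 6 in BZ against NIZ, with no call when the correlation was estimated (smallest adjusted p 0.929 in IZ and 0.915 in BZ). In IZ the median log2 differences were 0.36 for monocyte and macrophage, 0.25 for interferon, 0.22 for lymphocyte, -0.0929 for endothelial and 0.0522 for proliferation genes. In BZ they were 0.32 for monocyte and macrophage, 0.13 for lymphocyte, 0.0805 for proliferation, -0.17 for endothelial, -0.10 for fatty acid oxidation and -0.0817 for oxidative phosphorylation genes. Between IZ and BZ a difference was found by the test of the 2 zones themselves for 4 groups, with medians of 0.16 for fatty acid oxidation, 0.0773 for oxidative phosphorylation, 0.0583 for cardiomyocyte and 0.0791 for endothelial genes. At an estimated correlation none of the 4 was called (adjusted p = 0.907), and without BZ replicate 1 oxidative phosphorylation (-0.0608) and cardiomyocyte genes (-0.0371) reversed and fatty acid oxidation lost its call (0.000711, adjusted p = 0.347), as endothelial genes reversed without BZ replicate 3 (-0.00919, adjusted p = 0.958), so each of the 4 depends on single arrays. Splits of the 6 samples of a comparison into 3 and 3 number 10, too few for a share under 0.05. The real split called 0 clusters in each comparison and the highest other split 0 (all 10 splits gave as many as the real one). For the gene lists the real split of IZ and NIZ called 5 and the highest other 14 (8 splits called as many as the real one), that of BZ and NIZ called 6 and the highest other 14 (7 splits), and that of IZ and BZ called 4 and the highest other 13 (10 splits). Splits that call many more lists than the zones do point to a structure of the samples other than the zone. Among the 4 splits of BZ and NIZ that part all 3 pairs, the real one called 6 lists and the others 3, 4 and 0, while the splits that keep pairs together called 10 to 14. Among those that part all 3 numbers, the real split of IZ and NIZ called 5 lists and the others 9, 1 and 5, and that of IZ and BZ called 4 and the others 6, 5 and 5, so the zones did not give the most lists there.

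Neutrophil markers were higher in replicate 1 than in replicate 3 in both BZ and NIZ for 17 of 19 genes, with a median of 2.81 log2; S100a8, a neutrophil calcium-binding protein, had log2 levels of 11.26 and 6.91 in BZ and 10.81 and 6.19 in NIZ. Blood left in the tissue is argued against by the haemoglobin clusters, which differed by -0.28 log2 on average. A lower share of cardiomyocytes would raise the markers of all other cells alike, and is argued against as the whole cause by their medians, which parted (mesothelial -1.12, fibroblast -0.16 with a median absolute deviation of 0.61, lymphocyte -0.09, endothelial 0.18, extracellular matrix 1.03), although cardiomyocyte genes themselves were lower in replicate 1 than 3 (-0.29 and 0.12 in BZ, -0.15 and 0.14 in NIZ). BZ and NIZ samples of the same number deviated together (mean correlation 0.446, against 0.179 for the best other pairing of the numbers), so a factor shared by number, such as the mouse or the handling of its tissue, may account for the difference, and whether it is biological, such as the extent of inflammation in a mouse, or technical was not tested. IZ did not share the pattern. Its neutrophil medians, as deviations from the mean over all arrays, were 0.00795, 0.0124 and 0.328 in replicates 1, 2 and 3. The labels do not tie the IZ numbers to the mice of BZ and NIZ.

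Of 205 snoRNA clusters of chromosome 7, 104 were lower by over 1 log2 in both IZ and BZ, with none called (smallest adjusted p 0.999 and 0.854), and they are most of the 143 clusters lower to that extent. For a lower yield of small RNA in the injured zones, 748 snoRNA clusters of other chromosomes were taken, whose median difference was -0.0331 in BZ and -0.0535 in IZ. Their interquartile range in IZ against NIZ was 0.11. No general fall was thus seen among them. As signal over background was not analysed, clusters near the floor of the array could hide one, and the yield is left undecided. That 1 NIZ array made the difference is argued against by 2 NIZ arrays above every IZ and BZ array, both for these clusters, chosen by their fall (5.28 and 5.73, against 2.91 to 3.30), and for all 205 (4.84 and 5.11, against 3.31 to 3.57), although the mean difference with 1 NIZ array left out ran from -0.95 to -2.40, and the test first written for this, on the weakest of these, had fallen between its bounds and decided nothing. The 104 clusters hold 30 distinct value profiles, so copies of a repeated gene read by the same probes may account for the number of clusters, not for their direction. NIZ replicate 3, at 2.92, lay with the injured zones; the tests of injured tissue in it and of brain RNA in the other NIZ samples are under the other observations.

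Atrial markers were higher in NIZ replicate 2 than in both other NIZ samples for 8 of 10, by a median of 0.78 log2 against their mean. Sln, a regulator of the atrial calcium pump, had a log2 level of 10.91 there and 5.31 and 5.30 in the other NIZ samples. BZ replicate 2 stood higher as well. The atrial group's mean log2 level minus its mean over all arrays was 0.551 in BZ replicate 2, against -0.314 and -0.175 in BZ replicates 1 and 3. In NIZ it was 1.21 in replicate 2, against -0.268 and -0.259, and in IZ -0.0740, against -0.284 and -0.382. For re-expression of the fetal programme, 18 stress genes outside the atrial list were taken, with a median difference of 0.0121. This does not decide the question. The cardiac stress list fell with the replicate number in NIZ, with median deviations of 0.34, 0.05 and -0.38 in replicates 1, 2 and 3. The other NIZ samples thus lay on either side of replicate 2, and their mean is no steady baseline. Atrial tissue in NIZ replicate 2 is a candidate explanation, from markers that the ventricle also expresses in part. A factor shared by replicate number 2 cannot be told apart from it, as BZ replicate 2 was raised too. A swap of labels was not tested.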

How the results depend on the processing

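The 2-fold limit with an unadjusted p and the counting of distinct profiles were added after the data were seen; the other alternatives were planned. limma called 0 clusters in all 3 comparisons under every alternative but those named here, the replicate block (0, 0 and 0) and the random block included. The block put all arrays of a number together, IZ included, although only BZ and NIZ numbers were taken as pairs. IZ samples correlated with NIZ samples of their number by 0.36, 0.08 and 0.25 and with BZ samples by 0.36, 0.06 and 0.20. Between IZ and NIZ, each sample correlated best with that of its own number. The pairing of IZ is thus open, and block results that involve IZ rest on it. The methods' test without adjustment called 406 clusters in IZ and 574 in BZ against NIZ, 447 in IZ against BZ and 79 lower in both zones. An unadjusted p with 2-fold called 77, 73 and 9, with 56 lower in both. Leaving out arrays gave 0 to 216 calls in IZ, 0 to 173 in BZ, 0 to 0 in IZ against BZ and 0 to 139 lower in both; the calls came without NIZ replicate 3 (216, 173 and 139) and without replicate 3 in every zone (68, 65 and 54). At an unadjusted p under 0.05, 554 clusters were lower in both zones, against 870 with the replicate block, 215 after the filter on dim clusters and 283 with a gene symbol (fewer clusters tested in both), 302 with only the 2 zones compared, 1857 with array weights, and 247 to 1751 with arrays left out, from without IZ replicate 1 to without NIZ replicate 3. The largest fall of any cluster ranged from -3.37 to -1.53 in IZ and from -3.29 to -1.49 in BZ, and that of any chromosome 6 cluster from -2.40 to -1.01 and from -2.33 to -0.89.

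Of the gene lists, 5, 6 and 4 were called in IZ against NIZ, BZ against NIZ and IZ against BZ. The replicate block gave 8 in IZ against NIZ, where fatty acid oxidation (0.0282), atrial (0.00604) and immediate early genes (0.0282) were added by adjusted p. In BZ it added cardiomyocyte (0.0170), glycolysis (0.0281) and interferon genes (0.00629), in IZ against BZ interferon genes (0.0346), and it changed no other call. An estimated correlation gave 0 in each comparison, and median centring, quantile normalization and the filter on dim clusters gave 2 each in IZ against BZ. Quantile normalization also ended the calls of fatty acid oxidation (-0.05, adjusted p = 0.0906) and oxidative phosphorylation (-0.03, 0.417) in BZ against NIZ. It added atrial (0.0351) and immediate early genes (0.0169) in IZ and glycolysis genes (0.00800) in BZ against NIZ. Median centring added atrial and immediate early genes in IZ (0.0177 each) and interferon genes in BZ (0.0403). The filter on dim clusters added atrial genes in IZ (0.0166). Leaving out arrays gave 4 to 8, 3 to 13 and 3 to 7 lists. The direction reversed without BZ replicate 1 for fatty acid oxidation in BZ against NIZ (0.0406, range -0.243 to 0.0406), for oxidative phosphorylation in BZ against NIZ (0.0449, range with arrays left out -0.153 to 0.0449) and in IZ against BZ (-0.0608, range to 0.139; -0.00038 without IZ replicate 3), and for cardiomyocyte genes in IZ against BZ (-0.0371, range to 0.145), and without BZ replicate 3 for endothelial genes in IZ against BZ (-0.00919, range to 0.127). Endothelial genes in IZ against BZ lost their call without IZ replicate 2 (adjusted p = 0.335), in IZ against NIZ without any of 5 single arrays (0.0503 to 0.211), and proliferation genes in IZ without IZ replicate 1 (0.678) or NIZ replicate 3 (0.144) and in BZ without any of 3 (0.0608 to 0.113). Fatty acid oxidation in BZ lost its call without NIZ replicate 2 (0.211) and NIZ replicate 3 (0.358), as did oxidative phosphorylation without NIZ replicates 2 (0.289) and 3 (0.843). In IZ against BZ, cardiomyocyte genes lost theirs without IZ replicate 3 (0.360). Over the alternatives, 253 list results kept direction and side of the threshold, 29 gained a call, 42 lost it and 6 reversed. Single genes were counted per gene, comparison and alternative, for the paper-named genes and the lncRNAs with the largest falls and rises only. Of these results, 1191 stayed on their side of the threshold and 1 gained a call. As none was called in the main fit, staying means that they were still not called. The cause of these changes was not tested. No alternative was run for lncCIRBIL itself, which was not analysed here.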

Differences from the paper's values

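All alternatives here were set before the data were examined, except the unadjusted p with 2-fold, which was chosen after seeing the values. The paper's source data for Fig. 1A give, as the paper's values, a level of lncCIRBIL relative to NIZ of 0.124 in IZ (SD 0.0327) and 0.0270 in BZ (SD 0.0181), with the assay not named beside the panel, although the paper's text cites the panel for its microarray analysis. As lncCIRBIL was not tied to a cluster here, these were set beside the lowest level relative to NIZ that any of the 65534 clusters had on the arrays, which was 0.220 in IZ and 0.240 in BZ, as ratios of RMA values averaged on the log2 scale. Signal over background was not analysed here, so a level near the floor of the array could hide a larger fall, and these values limit a fall from one side only. In IZ the lowest level came within 1.5 times the paper's with array weights (0.118), without NIZ replicate 1 (0.176), without NIZ replicate 3 (0.0981) and without replicate 3 in every zone (0.0969). With the blocks, the centring, the quantile normalization, the filters and every other array left out, it did not. In BZ it did so under none of these alternatives.

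The paper describes several lncRNAs as lower in both injured zones than in the remote zone, and gives P < 0.05 as its general threshold. With limma, 0 clusters of any kind were called lower in both. At an unadjusted p under 0.05, 12 of 3405 named lncRNA clusters and 277 of the 33038 clusters with no gene symbol were lower in both. The paper's lncRNAs need not be among the named ones. The methods' test without adjustment over clusters called 79 clusters of any kind lower in both, the unadjusted p with 2-fold 56, and limma without NIZ replicate 3 called 139 and without replicate 3 in every zone 54.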

Other observations

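The test of injured tissue in NIZ replicate 3 was chosen after the result was seen; that of brain RNA was written before. Genes that respond to low oxygen did not move together. In BZ, Egln3, a prolyl hydroxylase that oxygen-sensing factors induce, was at 1.46-fold its NIZ level and Ankrd37 at 1.21-fold, and these 2 of 19 hypoxia genes passed when adjusted over the list alone (0 in IZ; median 0.02 in BZ and 0.00 in IZ). Adm, a vasodilator peptide of the same list, was at 0.512-fold in IZ. Acta1, the skeletal actin of the stressed myocardium, was at 0.568-fold in BZ against NIZ and 1.75-fold in IZ against BZ, and passed when adjusted over its list alone in both. The cardiac stress list had a median of -0.11 in IZ (adjusted p = 0.407 from camera) and -0.11 in BZ (0.346). None of these genes passed limma's test over all clusters, and all were chosen after their values were seen.

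Other gene lists did not pass camera in IZ or BZ against NIZ at the preset correlation in the main fit. With the replicate number as a block, atrial (adjusted p = 0.00604) and immediate early genes (0.0282) passed in IZ and glycolysis genes (0.0281) in BZ. Without a block, both IZ lists passed with median centring (0.0177 each) and quantile normalization (0.0351 and 0.0169), and glycolysis in BZ with the latter (0.00800). Atrial genes also passed with the filter on dim clusters (0.0166), and immediate early genes without NIZ replicate 3 (median -0.37, 0.00112). With an estimated correlation none of these passed (0.929 in IZ, 0.915 in BZ). In the main fit, the median log2 differences of the other lists in IZ and BZ were 0.02 and 0.08 for glycolysis, 0.04 and -0.02 for cytokine and chemokine, -0.08 and -0.01 for fibroblast, 0.03 and 0.02 for extracellular matrix, -0.01 and -0.04 for mural cell, -0.09 and -0.01 for erythrocyte, -0.30 and -0.10 for atrial, 0.01 and 0.02 for adipocyte, -0.10 and 0.02 for mesothelial, -0.15 and -0.08 for immediate early and -0.09 and -0.01 for heat shock genes. For p53 targets they were -0.05 and -0.05 (22 and 16 of 29 lower), and for apoptosis genes 0.00 and 0.02 (14 and 8 of 29 lower). The sign of the median differed from that of the mean or of the test for some lists near 0, which were cardiomyocyte, hypoxia, fibroblast, mural cell, heat shock, apoptosis and paper-named genes and known lncRNAs in IZ against NIZ, cytokine and chemokine, fibroblast and paper-named genes in BZ against NIZ, and cardiac stress, adipocyte and heat shock genes in IZ against BZ.

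Genes that the paper names in other experiments were measured for 17 of 21, and none passed limma's test (list median 0.00 in IZ and 0.01 in BZ). Bclaf1, the apoptosis-regulating partner of lncCIRBIL in the paper, had a log2 level of 7.46 ± 0.07 (SD, n = 3) in IZ, 7.31 ± 0.25 in BZ and 7.52 ± 0.10 in NIZ. Bcl2 stood at 6.22 ± 0.11, 6.28 ± 0.03 and 6.21 ± 0.05, and the gap junction gene Gja1 at 6.78 ± 0.07, 6.74 ± 0.16 and 6.57 ± 0.16.

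Without NIZ replicate 3, limma called 216 clusters in IZ and 173 in BZ against NIZ, of which 114 and 111 were snoRNA clusters of chromosome 7. Of the 44 protein-coding clusters called in IZ, 39 were higher. Ly86, an immune receptor partner, had log2 differences of 0.99 in IZ (adjusted p = 0.00388 from limma) and 1.03 in BZ (0.00425), and Pld4 0.95 and 0.89. Agt, which encodes angiotensinogen, had -1.13 (0.0392) and -1.33 (0.0227). With all 9 arrays the differences were 0.72 and 0.75 for Ly86, 0.72 and 0.67 for Pld4 and -0.68 and -0.88 for Agt, none of them called. Ly86 was at 8.14 in NIZ replicate 3, against 7.29 and 7.35 in NIZ replicates 1 and 2 and 8.16 in IZ replicate 3. The adjusted p values above take no account of singling out this fit among those with arrays left out. Tissue of an injured zone in NIZ replicate 3 might place that sample with IZ and BZ for these genes. Its macrophage markers had a median of -0.32 log2 against the other NIZ samples, but BZ replicate 3 had -0.57 against the other BZ samples, so the replicate number and the tissue cannot be told apart. Brain RNA in NIZ replicates 1 and 2, a possible source in view of the tissue tag, is argued against by 22 brain markers, with a median difference of 0.00 (-0.00169) and a largest difference of 0.29 log2 against NIZ replicate 3.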
